# Genome-Wide Gene/Genome Dosage Imbalance Regulates Gene Expressions in Synthetic *Brassica napus* and Derivatives (AC, AAC, CCA, CCAA)

**DOI:** 10.3389/fpls.2016.01432

**Published:** 2016-09-23

**Authors:** Chen Tan, Qi Pan, Cheng Cui, Yi Xiang, Xianhong Ge, Zaiyun Li

**Keywords:** dosage imbalance, gene expression, *cis*/*trans* effects, *Brassica*, polyploids

## Abstract

Gene/genome dosage balance is an essential evolutionary mechanism for organisms to ensure a normal function, but the underlying causes of dosage-imbalance regulation remain poorly understood. Herein, the serial *Brassica* hybrids/polyploids (AC, AAC, CCA, CCAA) with different copies of A and C subgenomes from the same two parents of *Brassica rapa* and *Brassica oleracea* were synthesized to investigate the effects of genome dosages on gene expressions and interactions by using RNA-Seq. The expression changes of A- and C-subgenome genes were consistent with dosage alterations. Dosage-dependent and -independent genes were grouped according to the correlations between dosage variations and gene expressions. Expression levels of dosage-dependent genes were strongly correlated with dosage changes and mainly contributed to dosage effects, while those of dosage-independent genes gave weak correlations with dosage variations and mostly facilitated dosage compensation. More protein–protein interactions were detected for dosage-independent genes than dosage-dependent ones, as predicted by the dosage balance hypothesis. Dosage-dependent genes more likely impacted the expressions by *trans* effects, whereas dosage-independent genes preferred to play by *cis* effects. Furthermore, dosage-dependent genes were mainly associated with the basic biological processes to maintain the stability of the growth and development, while dosage-independent genes were more enriched in the stress response related processes to accelerate adaptation. The present comprehensive analysis of gene expression dependent/independent on dosage alterations in *Brassica* polyploids provided new insights into gene/genome dosage-imbalance regulation of gene expressions.

## Introduction

Polyploidy, or WGD (Whole-genome duplication) occurs in more than 70% flowering plants (Wood et al., 2009), and is an important evolutionary process for plant speciation (Comai, 2005; Chen, 2007; Chen and Birchler, 2013). Recent studies have demonstrated that polyploid establishment is promoted during times of environmental stress, confirming polyploidy as a road toward evolutionary success rather than an evolutionary dead end (Vanneste et al., 2014). The evolutionary success is thought to be related with new genetic materials provided by their duplicated genomes, which increases biodiversity and novel phenotypes compared with diploid progenitors and then renders the driven evolution of ecological tolerances (Taylor and Raes, 2004; Fawcett et al., 2013). The increased novel phenotypes could be caused by dosage regulation (Birchler and Veitia, 2007, 2012). Changes in gene copy number generally lead to gene expression alterations (Tang and Amon, 2013), eventually leading to phenotypic alterations.

Gene dosage balance is critical for normal development and phenotypic characteristics, for gene dosage balance changes with different combinations of gene dosage, leading to gene expression alteration, protein complexes or networks variations (Birchler et al., 2005; Birchler and Veitia, 2012; Veitia and Potier, 2015). Birchler and colleagues (Birchler et al., 2005; Veitia et al., 2008) suggested that aneuploidy generally had larger changes in phenotypes than polyploidy probably because of dosage imbalance. Based on the gene balance hypothesis or the dosage balance hypothesis (Freeling and Thomas, 2006; Birchler and Veitia, 2012), the stoichiometric changes of macromolecular complexes affected the stability and interaction of a protein in a regulatory complex, leading to novel phenotypic eventually. In maize, phenotypic variations of plants with haploid plus a dosage series of chromosome arm were observed, which was caused by effects of genomic imbalance (Birchler and Veitia, 2012). Dosage effects and dosage compensation occurred as two types of dosage regulation in the expression if the dosage of a gene was changed (Guo et al., 1996). Gene dosage effects were often observed as the expression increased or decreased in proportion to the gene copy number changes, and genomic dosage in maize caused a proportional effect on heterosis which was subject to dosage effects (Yao et al., 2013). Many studies of dosage compensation from various organisms, especially *Drosophila* elucidated that gene expression was often dosage compensated (McAnally and Yampolsky, 2010; Zhang et al., 2010; Lundberg et al., 2012). Gene dosage balance was also one of the important factors for non-additive gene expressions widely observed in polyploids, although additive expression was the prevailing pattern (Yoo et al., 2014). In addition, *cis/trans* effects could regulate gene expression at the mRNA level (Rockman and Kruglyak, 2006; Williams et al., 2007; Yoo et al., 2014), and numerous *trans*-acting dosage effects on gene expression of aneuploids were revealed (Guo and Birchler, 1994).

In polyploids, some duplicated gene copies (homeologs) should be lost as a polyploid individual must balance the combined potential and challenge of having two or more genomes together (Yoo et al., 2014). Thus, gene expression changes would be caused by gene dosage balance alteration with different combinations of gene dosage. This view has many case supports (Thomas et al., 2006; Schnable et al., 2011; Wang et al., 2011; Liu et al., 2014). Recent works suggested that relative and absolute dosage constraints ruled the preservation or loss of the duplicated genes right after a polyploid event in *Arabidopsis* (Bekaert et al., 2011). In addition, the losses were nonrandom, and genes belonging to specific functional classes, such as ribosomal protein genes and transcription factors, were more often retained in duplicate (Birchler et al., 2005; Thomas et al., 2006; Birchler and Veitia, 2010; McGrath et al., 2014; Moghe et al., 2014), suggesting they were dosage-sensitive genes (Birchler et al., 2001; Thomas et al., 2006). They were also defined as dosage-dependent and/or dosage-independent expression genes (Birchler et al., 2001; Shi et al., 2015). Thus, dosage dependent/independent is an essential evolutionary mechanism that influences expression and the fate of duplicated genes. Although, most duplicate genes produced by WGD were quickly lost (Scannell et al., 2007), models of neo-functionalization (functional diversification) and sub-functionalization (partitioning and/or elaboration of the function between daughter copies) have been proposed to illustrate the fate of duplicated genes and to explain the advantages of WGD compared to diploid parents (Hahn, 2009; Ohno, 2013; Roulin et al., 2013). These mechanisms could be mixed at play. Bekaert et al. (2011) suggested that relative dosage might be important immediately after WGD, whereas sub-, neo-functionalization, and absolute dosage could be operating later in the process of evolution. It was suggested that dosage-dependent expression could maintain growth and developmental stability, whereas dosage-independent expression could facilitate functional divergence between homeologs during polyploid evolution (Shi et al., 2015). Whereas, Lloyd et al. (2014) found that meiotic genes which were involved in fundamental function often returned to a single copy following WGD. The role of dosage-balance influence in regulatory evolution remains poorly understood.

*Brassica napus* L. (AACC, 2n = 38) is an allotetraploid species formed through natural interspecific hybridization between *Brassica rapa* L. (AA, 2n = 20) and *Brassica oleracea* L. (CC, 2n = 18) approximately 7500 years ago (Chalhoub et al., 2014). Resynthesized *B. napus* at initial generations has been widely investigated for the changes at different levels of DNA sequences (Song et al., 1995), chromosomes and chromosomal recombination (Xiong et al., 2011), alternative splicing (AS) (Zhou, R. et al., 2011), proteome (Marmagne et al., 2010), and phenotypes (Gaeta et al., 2007). Although, these studies have provided many new insights into the genetic and genomic consequence of allopolyploidization in *B. napus*, we still know very little about dosage-balance regulation contributing to gene expression and evolution in *Brassica* polyploids, and the underlying causes of dosage dependent/independent genes were largely elusive. The studies to investigate this process were mainly limited to the model plant *Arabidopsis thaliana* and parented polyploids, and more surveys of different species would enable more comprehensive understanding. Recent completion of genome sequencing of *B. rapa* (Wang et al., 2011), *B. oleracea* (Liu et al., 2014; Parkin et al., 2014), and *B. napus* (Chalhoub et al., 2014) provides an opportunity to understand the complex genomes, and explore gene expressions under variable genome dosages.

In this study, the series of *Brassica* hybrids/polyploids that contained different dosages of A and C genomes contributed by the same two genotypes of *B. rapa* and *B. oleracea* were synthesized and analyzed by RNA-Seq to investigate the effects of genome dosages on gene expression and interaction. The genome-wide correlations between dosage variation and gene expressions were studied and dosage-dependent and -independent genes were grouped, with their roles in molecular function and biological pathways examined. Furthermore, we tested whether the *cis*/*trans*- regulation effects were correlated to dosage balance. The results might help to better understand how dosage imbalance affects global gene expression levels.

## Materials and methods

### Plant materials

From reciprocal crosses between inbred lines of *B. rapa* L. (AA, 2n = 20, genotype 3H120) and *B. oleracea* L. (CC, 2n = 18, genotype Chijielan), *B. napus* F_1_ hybrid (AC, 2n = 19), allotetraploid (CCAA, 2n = 38) and triploid hybrid (CCA, 2n = 28) were produced (Cui et al., 2012) and used for this study, together with another triploid (AAC, 2n = 29) synthesized here. The allotetraploid CCAA originated directly from the cultured embryo-plantlet obtained from the *B. oleracea* × *B. rapa* cross without colchicine treatment, probably the spontaneous chromosome doubling occurred *in vitro* (Cui et al., 2012). The triploid hybrid CCA also from *B. oleracea* × *B. rapa* cross likely resulted from the fusion of unreduced gamete (CC) by the female parent *B. oleracea* and reduced gamete (A) by the male parent (Cui et al., 2012). The allotriploid (AAC) was produced by pollinating the clonal plants of the allotetraploid (AACC) with *B. rapa*, with the aid of immature embryo culture on MS agar medium without hormones (Murashige and Skoog, 1962; Figure 1A). All these materials were maintained and propagated by subculturing the young buds on MS medium with 1.5 mg/l^−1^ 6-benzyl aminopurine (6-BA) and 0.25 mg/l^−1^ α-naphthalenacetic acid (NAA), to produce enough plants for study, following the previous procedure (Cui et al., 2012). Plantlets grew on MS medium in the growth chamber at 25°C and a 14/10 h (day/night) photoperiod, and the newly emerged and expanded young leaves were collected and immediately frozen in liquid nitrogen for RNA extraction. We adopted a mixed sampling strategy with three plantlets of each material and two biological replicates for each sample.

**Figure 1:**
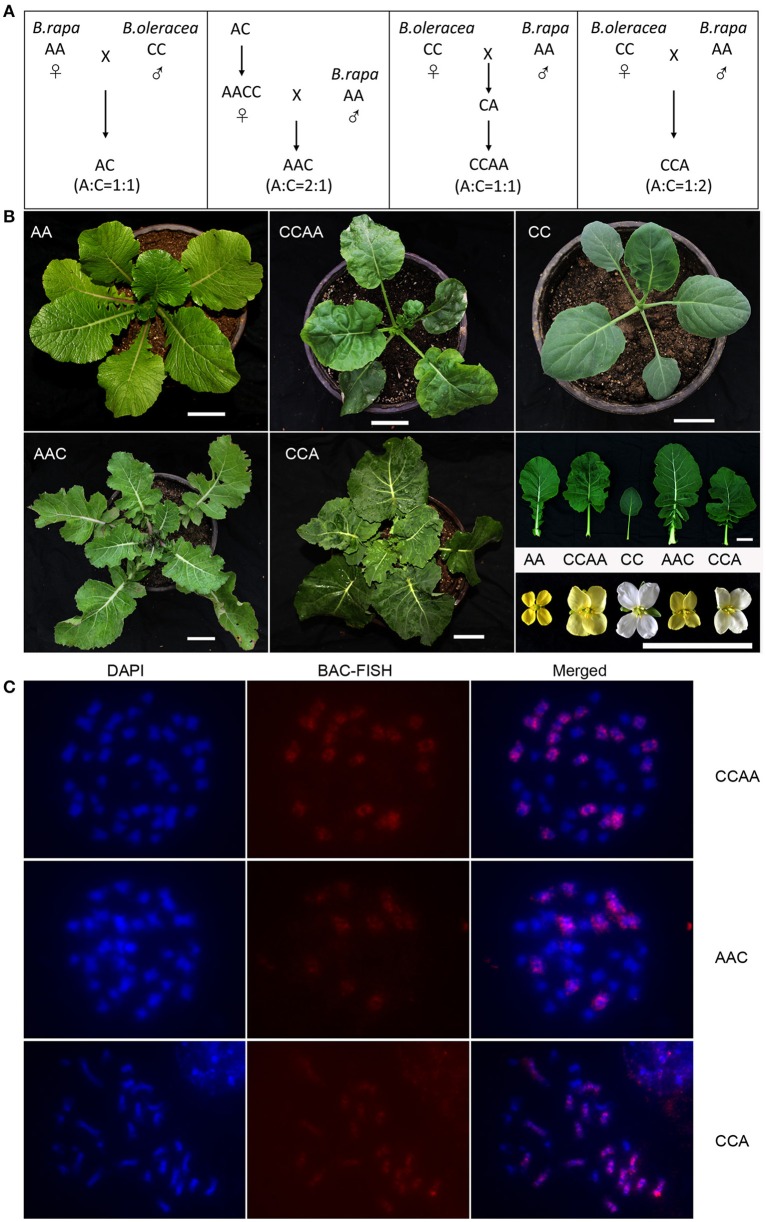
**Phenotype and cytology of synthetic *B. napus* and derivatives. (A)** Pedigrees of the plant materials. **(B)** Young plants, leaves and flowers of AA, CC, CCAA, AAC, and CCA. Scale bars = 5 cm. **(C)** DAPI, BAC-FISH, and merged images for each mitotic cell. Scale bars = 5 μm.

### Fluorescence *in situ* hybridization (FISH)

Young ovaries were collected and treated with 2 mM 8-hydroxyquinoline for 3–4 h at 22°C, and subsequently fixed in Carnoy's solution I (3:1 ethanol: glacial acetic acid, v/v) for 24 h, and stored at −20°C. The C-genome specific probe (BAC BoB014O06) was used to identify the C-genome chromosomes. The procedures of FISH analyses followed the protocol of Cui et al. (2012) and Zhu et al. (2015).

### RNA extraction, library preparation, and data analysis

Total RNA was isolated with TRIzol reagent (Invitrogen, Life Technologies) following standard protocol from two biological replicates. RNA quality and purity were assessed with the Agilent Technologies 2100 Bioanalyzer (Agilent) according to the RNA Integrity Number (RIN) value. RNA-Seq library construction was processed following TruSeq RNA Sample Prep v2 protocol. Subsequently, the 100 bp paired-end reads were generated via Illumina HiSeq 2000.

We used NGSQCToolkit (v2.3.3) (Patel and Jain, 2012) to check and visualize the quality of the raw data, in order to trim and filter the pair-end reads containing Ns, reads containing adapters, and low quality reads (Reads of low quality base were greater than 20%). Then the clean reads were aligned to the reference genome of *Brassica napus* (Brassica _napus.annotation_v5.gff3.) using HISAT (HISAT version 0.1.6-beta) (Kim et al., 2015) with the default parameters, except for setting the minimum alignment score of L, 0, −0.18. To provide sensitive and accurate results, only unique mapped reads were used in further study. FPKM (Fragments per Kilobase of transcript per Million mapped reads) method was used to predict the gene expression levels (Trapnell et al., 2010).

To study the effects of the genome-dosage regulatory between A- and C-subgenome genes, we used the 31,526 homoeologous gene pairs between A and C subgenomes according to the reference genome sequence data of *B. napus* (Chalhoub et al., 2014). About 54% of these homoeologous gene pairs were removed due to no expression or low expression (FPKM < 1) in diploid parents, finally we selected 14380 homoeologous gene pairs with FPKM values greater than 1.0 in both diploid progenitors. All further analyses were performed on these 14,380 homoeologous gene pairs.

Pearson correlation tests between homoeologous gene expression and genotype dosage (1: 2/3: 1/2:1/2: 1/3) for each A- and C-subgenome gene were performed, respectively. Pearson test and multiple test correction were calculated using adjustment method in R. The P values in the analysis were adjusted for the multiple test correction by the Benjamini–Hochberg method (Benjamini and Hochberg, 1995). Genes with significant expression and dosage correlation (*p* < 0.05) were defined as dosage dependent, whereas genes with no significant expression and dosage correlation were defined as dosage independent.

GO enrichment analysis was performed using Cytoscape plug-in BiNGO (Maere et al., 2005). GO terms with corrected *p* < 0.05 (Benjamini and Hochberg FDR-adjusted P value) were considered to be significantly enriched. The orthologous genes in *A. thaliana* were used to predict the most probable function of the gene pairs as the high homology between *B. napus* and *A. thaliana*. We used the whole *Arabidopsis* genome gene list as background.

### Genes of *cis* and *trans* effects

We measured the *cis*/*trans* effects on gene transcription by comparing the gene transcription difference between A- and C-subgenome genes as defined in previous studies (Tirosh et al., 2009; Shi et al., 2012), briefly as A = log_2_(PA/PC) (both *cis* and *trans* effects), B = log_2_(F_1_A/F_1_C) (*cis* effects) and A − B (*trans* effects) (P = parents, F_1_ = hybrid / polypoid). If A = B and B ≠ 0, genes were classified as “only *cis* effects,” whereas genes were classified as “only *trans* effects” if A ≠ B and B = 0. And if A = B and B = 0, genes were “no *cis*-*trans* effects,” while genes were “*cis*-*trans* effects” if A ≠ B and B ≠ 0. Statistically significant differences were identified using a Fisher's exact test and multiple testing correction (*p* < 0.05).

### Protein interactions for dosage-dependent/-independent genes

The interaction data (Release 3.4.134 compiled on February 25th, 2016) set from BIOGRID (Stark et al., 2006; http://thebiogrid.org/) was used to detect protein–protein interactors for dosage-dependent/-independent genes. The orthologous genes in *A. thaliana* were used to predict the corresponding genes of *Brassica*. Only genes with ≥ 1 interactors were analyzed. The Wilcoxon's rank-sum test was used to test whether the numbers of dosage-dependent/-independent genes were significantly different.

## Results

### Phenotype and cytology of synthesized *B. napus* and derivatives with different genome dosages

The chromosome complements of synthesized *B. napus* hybrid (AC, 2n = 19, A: C = 1: 1) and allotetraploid (CCAA, 2n = 38, A: C = 1: 1), and two derived allotriploids (AAC, 2n = 29, A: C = 2: 1; CCA, 2n = 28, A: C = 1: 2) were confirmed by fluorescence in *situ* hybridization (FISH) analyses with C-genome specific probe (Figure 1C), before they were used to study the gene expressions. While the hybrid and allotetraploid had an intermediate phenotype between two parental diploids, the allotriploid (AAC) was more biased to *B. rapa* and another one (CCA) to *B. oleracea* (Figure 1B), which suggested the dosage effects of the component genomes on the morphological expression.

### Global gene expression levels in synthetic *B. napus* and derivatives

To analyze genome-wide gene expression levels of leaves from these synthetics using RNA-seq, 19–45 million sequencing clean reads were obtained from each of two biological replicates (Table S1). 

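The leaf transcriptomes of 6 materials were sequenced in 2 biological replicates each, which gave 12 libraries. The materials were the diploid progenitors *B. rapa* (AA) and *B. oleracea* (CC), the hybrid AC, the allotriploids AAC and CCA, and the allotetraploid CCAA. The authors filtered the reads, aligned them with HISAT to the *B. napus* reference genome, kept the uniquely mapped reads, and deposited an FPKM value for each gene in each library. All libraries list the same 101040 genes, of which 44452 belong to the A subgenome, 56055 to the C subgenome, and 533 to neither. Table S1 gives between 13534102 and 32631846 uniquely mapped reads per library, with a median of 19838779, as counted by the authors. The CCAA replicates were the deepest, with 30569124 and 32631846 uniquely mapped reads, and replicate 2 of AA was the shallowest. FPKM values carry no read count per gene, so the counting error of a single gene is unknown and the spread between replicates is the only error given. The A-subgenome genes took 89.8 and 89.7% of the total FPKM in the AA replicates and 9.48 and 9.92% in the CC replicates, so each diploid had some signal on genes of the subgenome that it does not carry. Their share was 63.8 and 63.4% in AAC, 47.1 and 48.2% in AC, 49.5 and 47.5% in CCAA, and 36.0 and 37.8% in CCA.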

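For comparisons gene by gene, a gene was kept when its mean FPKM was above 1 in its own diploid progenitor, which is AA for A-subgenome genes and CC for C-subgenome genes. This left 19831 A-subgenome genes and 21328 C-subgenome genes. The paper worked on homoeologous gene pairs, and 1997 pairs of its Table S3 were read here, all of them dosage dependent in both subgenomes. Since they are not a random part of the list, these pairs were used where both genes of a pair were needed, and otherwise only as an alternative set of genes. All 19970 expression values of these pairs in Table S3 lay within 0.1% of the mean of the 2 replicates. MPV was the mean of the AA and CC values of a gene, and FC was the ratio of a material to MPV. The relative dosage of the A subgenome was 1 in AA, 2/3 in AAC, 0.5 in AC and CCAA, and 1/3 in CCA, and the C dosages mirrored these. Differences of single genes were tested with limma on log2(FPKM + 0.1) with Benjamini-Hochberg adjustment. The sample labels name no sequencing batch or date. The log2 differences between replicate 1 and replicate 2 correlated across genes at between -0.375, for CCAA with CCA, and 0.218, for AAC with CCA, so replicates with the same number were not treated as pairs.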

The gene expression levels between two replicates were correlated very well (Average *R* = 0.93, Figure S1). 

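Across the 101040 genes, the log2(FPKM + 0.1) values of the 2 replicates had a Pearson correlation of 0.937 in AA, 0.944 in CC, 0.918 in AC, 0.944 in AAC, 0.895 in CCA, and 0.915 in CCAA. The mean over the 6 materials was 0.926 ± 0.0195 (SD), and the mean rank correlation was 0.903. On the FPKM values themselves, the mean Pearson correlation was 0.827, from 0.573 in CCA and 0.752 in CCAA up to 0.943 in AAC. These correlations are across genes, which are not independent replicates.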

FPKM (Fragments per Kilobase of transcript per Million mapped reads) values were used to represent the gene expression levels (Trapnell et al., 2010). 

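In each library, a gene was counted as expressed when its FPKM was above 0. A-subgenome genes made up 47.9% ± 0.152 (SD, n = 2) of the expressed genes in AC and 48.1% ± 0.234 (SD, n = 2) in CCAA. C-subgenome genes made up 51.9% ± 0.145 in AC and 51.7% ± 0.232 in CCAA, and the rest belonged to neither subgenome. The shares in AC and CCAA thus differed by less than the SD of the CCAA replicates. On the mean of the replicates, 25563 A-subgenome and 27764 C-subgenome genes were expressed in AC, and 26388 and 28490 in CCAA. In MPV, which is a single profile without replicates, 27161 A-subgenome genes (47.9%) and 29395 C-subgenome genes (51.9%) were above 0.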

The proportions of the number of expressed genes (FPKM > 0) for A- and C-subgenome were about 48.3 and 51.5% in AC, CCAA, and MPV (mid-parent expression values, representing the progenitors), respectively (Figure 2A, Table S2). The proportions were consistent with those of the reference genome sequence data of *B. napus* (Chalhoub et al., 2014). However, the proportions of A- and C-subgenome genes were significantly different in AAC (Chi-square test, *p* < 2.2e-16; 53.4 and 46.4%, respectively) and CCA (Chi-square test, *p* < 2.2e-16; 45.1 and 54.7%, respectively), in comparison with MPV (Figure 2A, Table S2). In addition, the changes of the proportion between A- and C-subgenome genes were in accordance with dosage alterations, suggesting that dosage variables exert an influence on gene expression.

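Of the 101040 genes listed for every library, 44.0% belong to the A subgenome and 55.5% to the C subgenome.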

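A-subgenome genes made up 50.9% ± 0.124 (SD, n = 2) of the expressed genes in AAC and 46.7% ± 0.0633 (SD, n = 2) in CCA. C-subgenome genes made up 48.9% ± 0.117 in AAC and 53.1% ± 0.0420 in CCA. Both materials lay farther from AC and CCAA than the spread between any 2 replicates. On the mean of the replicates, 26727 A-subgenome and 26177 C-subgenome genes were expressed in AAC, and 25176 and 28331 in CCA. The Chi-square test of these counts against MPV, in which genes stand in for replicates, gave 68.1 (p = 1.58e-16) for AAC and 10.4 (p = 0.00123) for CCA. The Chi-square test gave p = 0.769 for AC and p = 0.841 for CCAA.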

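Over the 8 libraries of AC, CCAA, AAC, and CCA, the A share of expressed genes rose with the relative dosage of the A subgenome. Pearson's r was 0.961 and Spearman's rho was 0.926, each with p = 0.00476 in a two-sided exact permutation test, the smallest p that these libraries allow. With Benjamini-Hochberg adjustment over the 4 dosage relations computed, p was 0.00635 for both. The permutation takes the 8 libraries as independent, but dosage was set per material, with 2 libraries each. These p-values therefore do not measure the spread between separately made materials of the same dosage. Without both AAC libraries r was 0.977, and without both CCA libraries it was 0.995 (exact permutation p = 0.0667 for each, the smallest that the 6 libraries left allow). Counting only genes with FPKM above 1 moved r to 0.985, with shares of 53.9% ± 0.263 (SD, n = 2) in AAC and 43.0% ± 0.692 (SD, n = 2) in CCA. On the mean of the replicates and without the 4833 genes of chromosome windows that departed from the dosage of their subgenome in AAC or CCA, the A share was 49.2% in AAC, 47.1% in AC, 47.3% in CCAA, and 46.2% in CCA.

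**Figure D1:**
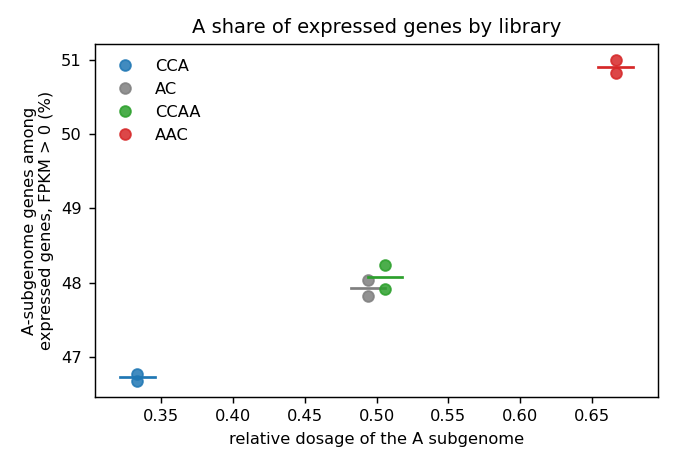
Percentage of A-subgenome genes among the expressed genes (FPKM > 0) of each library against the relative dosage of the A subgenome; points are libraries, lines are means of 2 replicates, and AC and CCAA, both at a dosage of 0.5, are drawn side by side. The means are 46.7% in CCA, 47.9% in AC, 48.1% in CCAA, and 50.9% in AAC.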

**Figure 2:**
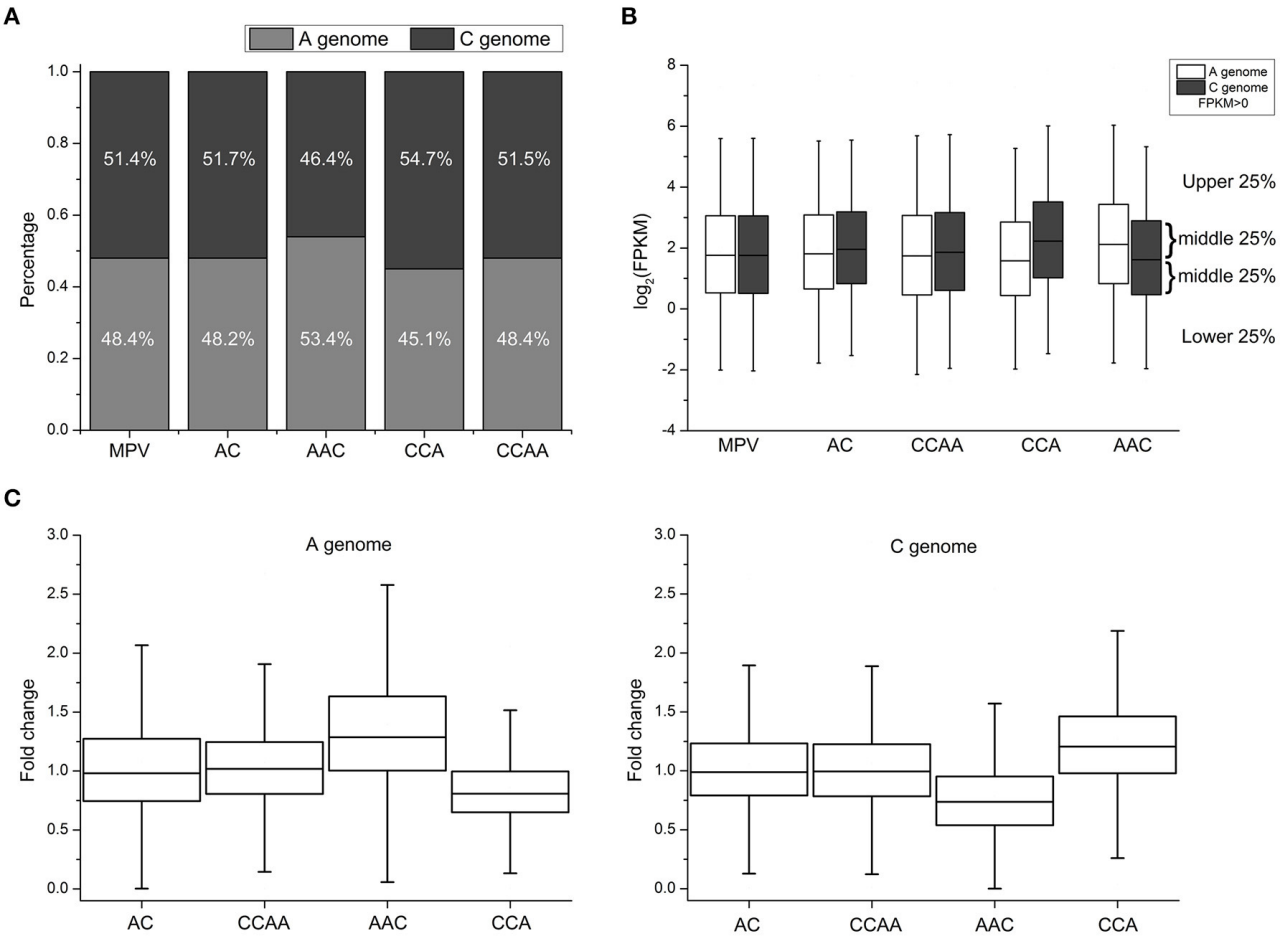
**Gene expression changes in synthetic *B. napus* and derivatives. (A)** The number of expressed genes (FPKM > 0) diversity between A- and C-subgenome genes in MPV, AC, CCAA, AAC, and CCA. **(B)** Global gene expression levels diversity between A- and C-subgenome genes in MPV, AC, CCAA, AAC, and CCA. **(C)** The distribution of fold change (FC) of AC, CCAA, AAC, and CCA, compared with progenitors.

Then the genome-wide gene expression levels (FPKM > 0) of different materials were investigated, and the results indicated that gene/genome dosage imbalance influenced gene expression levels and global gene expression levels were positively related with genome dosages. 

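In each library, the median log2 FPKM of the C-subgenome genes above 0 was subtracted from that of the A-subgenome genes above 0. Over the 8 libraries this difference rose with the relative dosage of the A subgenome, with a Pearson's r of 0.996 and a Spearman's rho of 0.926 (two-sided exact permutation p = 0.00476 for each, adjusted p = 0.00635). Without both AAC libraries r was 0.994, and without both CCA libraries it was 0.997 (exact permutation p = 0.0667 for each). Restricting the genes to FPKM above 1 moved r most, to 0.988. These p-values also take the 8 libraries as independent, although dosage was set per material.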

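In AAC, the median log2 FPKM was 1.27 in A-subgenome genes (n = 26727 genes) and 0.61 in C-subgenome genes (n = 26177 genes), a difference of 0.66 (Wilcoxon rank-sum test across genes, p = 3.6e-183). The difference was 0.61 and 0.64 in the AAC replicates. In CCA, the medians were 0.64 (n = 25176 genes) and 1.39 (n = 28331 genes), a difference of -0.76 (p = 2.33e-229), with -0.78 and -0.74 in the replicates. The paired comparison used the pairs of Table S3 with signal for both genes. The median log2 ratio of the A to the C gene was 0.79 in AAC (n = 1982 pairs) and -1.13 in CCA (n = 1964 pairs), but these pairs are all dosage dependent in both subgenomes, so their choice sets the direction.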

As shown in Figure 2B, the global expression level of A-subgenome genes was significantly higher than that of C-subgenome genes in AAC (Wilcoxon signed-rank test, *p* < 2.2e-16), whereas the expression level of A-subgenome genes was significantly lower than that of C-subgenome genes in CCA (Wilcoxon signed-rank test, *p* < 2.2e-16). But there were no significant expression differences between A- and C-subgenome genes in dosage-balance materials (AC and CCAA, A: C = 1: 1) and the parents (MPV, A: C = 1: 1) (Wilcoxon signed-rank test, *p* > 0.05). 

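The median log2 FPKM of A-subgenome genes minus that of C-subgenome genes was -0.15 in AC (rank-sum test across genes, n = 25563 and n = 27764, p = 6.0e-09), -0.12 in CCAA (n = 26388 and n = 28490, p = 4.53e-07), and 0.04 in MPV (n = 27161 and n = 29395, p = 0.177). It was -0.16 and -0.14 in the AC replicates and -0.08 and -0.17 in the CCAA replicates. The probability that a randomly drawn A-subgenome gene lay above a randomly drawn C-subgenome gene was 0.485 in AC, 0.488 in CCAA, and 0.503 in MPV, against 0.573 in AAC and 0.419 in CCA. Over the pairs of Table S3, the median log2 ratio of the A to the C gene was -0.21 in AC, -0.15 in CCAA, and -0.13 in MPV (signed-rank test, p = 5.09e-19, 3.11e-09, and 2.45e-10, n = 1969, 1982, and 1997 pairs).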

The results confirmed that gene expression levels could be impacted by genome-dosage balance.

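The median FPKM of A-subgenome genes above 0 was 2.69 and 2.71 in the AAC replicates, against 1.77 and 1.74 for C-subgenome genes. In the CCA replicates it was 1.92 and 1.47 for A-subgenome genes, against 3.29 and 2.45 for C-subgenome genes. The 2 CCA libraries thus differed in level within each subgenome, while the ratio between the subgenomes stayed close. From the higher A level in AAC, the lower A level in CCA, and the lack of a significant difference in the balanced materials, the paper concludes that expression levels could be impacted by genome-dosage balance.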

### Expression divergence between *B. napus*/derivatives and parents

To assess what extents of expression levels have changed among materials with different genome dosages, 14,380 homoeologous gene pairs (see Section Materials and Methods) were used to compare expression levels with MPV (mid-parent expression values) calculated by averaging expression values observed in the diploid progenitors. Fold change (FC) was used to quantify the change of expression levels, compared with progenitors. 

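FC was compared between the 19831 A-subgenome and 21328 C-subgenome genes with FPKM above 1 in their own progenitor. The probability that a randomly drawn A-subgenome gene had a higher FC than a randomly drawn C-subgenome gene was 0.765 in AAC and 0.236 in CCA. It was 0.445 in AC and 0.464 in CCAA (Wilcoxon's rank-sum test across genes, n = 19831 and n = 21328, p = 1.33e-82 and 3.52e-36). The ratio of the median FC of A-subgenome to that of C-subgenome genes was 0.865 and 0.880 in the AC replicates, 0.935 and 0.920 in the CCAA replicates, 1.80 and 1.85 in the AAC replicates, and 0.524 and 0.517 in the CCA replicates.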

We found that significant differential expressions occurred between A- and C-subgenome genes when the genome dosages varied. 

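In AC, the median FC was 0.830 for A-subgenome genes (interquartile range 0.510 to 1.24) and 0.950 for C-subgenome genes (0.637 to 1.325). In CCAA, it was 0.952 for A-subgenome genes (0.645 to 1.30) and 1.02 for C-subgenome genes (0.684 to 1.41). The medians of the AC replicates were 0.810 and 0.783 for A-subgenome genes and 0.937 and 0.889 for C-subgenome genes. Those of the CCAA replicates were 0.826 and 0.959 for A-subgenome genes and 0.884 and 1.04 for C-subgenome genes, a wider spread than in AC. Taking the value of the own progenitor in place of MPV moved the AC medians most, to 0.883 and 1.05.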

The distributions of FC values were almost the same in AC and CCAA with the balanced genome-dosage, and ranged 0.75–1.25 (interquartile range, 0.75–1.25) and the median was about 1.0 (Figure 2C), indicating the genes of both subgenomes expressed highly consistently with those in two parents. 

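In AAC, the median FC was 1.19 for A-subgenome genes and 0.668 for C-subgenome genes. The medians of the AAC replicates were 1.17 and 1.18 for A-subgenome genes and 0.649 and 0.636 for C-subgenome genes. In CCA, the median FC was 0.654 for A-subgenome genes and 1.25 for C-subgenome genes. The medians of the CCA replicates were 0.694 and 0.509 for A-subgenome genes and 1.32 and 0.985 for C-subgenome genes, so both subgenomes were lower in replicate 2. In every one of these 4 libraries the difference between the subgenomes exceeded that between replicates for the same subgenome.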

Differently in AAC and CCA with the imbalanced genome dosages, the magnitude of the FC values was significantly greater for A-subgenome genes (median = 1.26-fold) than that of C-subgenome genes (median = 0.75-fold) in AAC, while the opposite situation happened in CCA (Wilcoxon's rank-sum test, *p* < 2.2e-16; Figure 2C). Furthermore, the magnitude of FC increased with the proportion of subgenome dosage. 

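Over the 8 libraries of AC, CCAA, AAC, and CCA, the median FC of A-subgenome genes rose with the relative dosage of the A subgenome. Pearson's r was 0.945 and Spearman's rho was 0.926 (two-sided exact permutation p = 0.00476 for each, adjusted p = 0.00635). For C-subgenome genes and the C dosage, r was 0.880 (exact permutation p = 0.00952, adjusted p = 0.00952) and rho was 0.849 (exact permutation p = 0.0143, adjusted p = 0.0143). As above, the permutation takes libraries as independent, although dosage was set per material. Without both AAC libraries, r fell to 0.830 for A-subgenome genes (exact permutation p = 0.0667) and to 0.678 for C-subgenome genes (exact permutation p = 0.133). Without both CCA libraries, r was 0.941 and 0.936 (exact permutation p = 0.0667 for each).

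**Figure D2:**
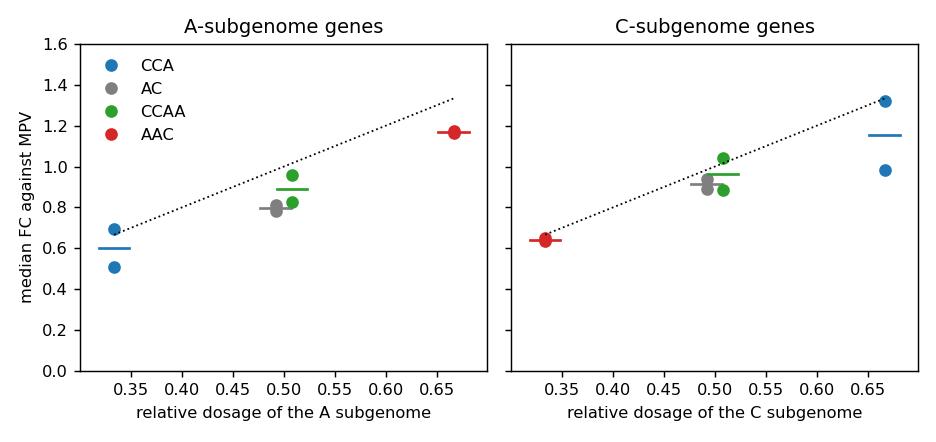
Median FC against MPV of A-subgenome genes (left) and C-subgenome genes (right) against the relative dosage of the same subgenome; points are libraries, short lines are means of 2 replicates, and the dotted line is an FC proportional to dosage. The A-subgenome means run from 0.601 in CCA to 1.17 in AAC, and the C-subgenome means from 0.642 in AAC to 1.15 in CCA.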

In other words, the position of the interquartile range and the median of A-subgenome genes in AAC (approximately 1.0–1.6 and 1.25, respectively) and C-subgenome genes in CCA (approximately 1.0–1.5 and 1.25, respectively) were obviously higher than 1.0 for the median of AC and CCAA. 

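The interquartile range of FC was 0.844 to 1.62 for A-subgenome genes in AAC and 0.865 to 1.72 for C-subgenome genes in CCA. Their medians, 1.19 and 1.25, lay above the medians of the same subgenome in AC, 0.830 and 0.950, and in CCAA, 0.952 and 1.02. Both AAC replicates, at 1.17 and 1.18, lay above all AC and CCAA replicates for A-subgenome genes. For C-subgenome genes, replicate 1 of CCA (1.32) lay above all AC and CCAA replicates, whereas replicate 2 (0.985) lay between the CCAA replicates (0.884 and 1.04).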

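The interquartile range of FC was 0.378 to 0.950 for C-subgenome genes in AAC and 0.437 to 0.938 for A-subgenome genes in CCA, with medians of 0.668 and 0.654. The median FC differed between chromosomes of the reference genome. In AAC, the 1912 genes of chromosome C08 had a median FC of 0.0381, with 0.0318 and 0.0228 in the replicates, while the other C chromosomes lay between 0.691 (C09) and 0.730 (C01). In the same material, A07 had the lowest median FC of the A chromosomes, 0.870, and A08 the highest, 1.56, while the others lay between 1.14 (A02) and 1.23 (A09). In CCA, A04 had a median FC of 1.17, while the other A chromosomes lay between 0.607 (A03) and 0.779 (A02). Without the genes of chromosome windows that departed from the dosage, the median FC was 0.709 for C-subgenome genes in AAC and 0.632 for A-subgenome genes in CCA.

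**Figure D3:**
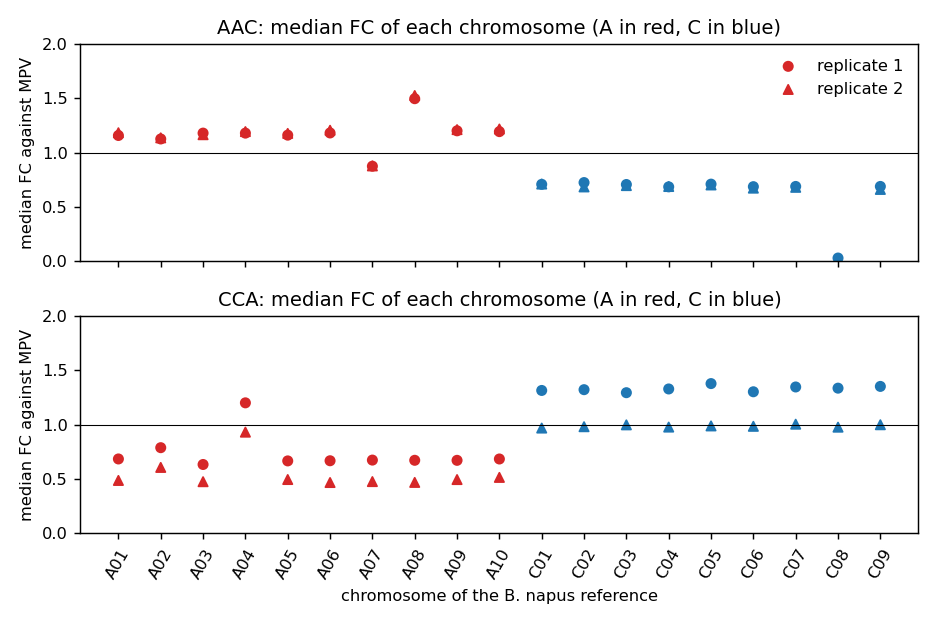
Median FC against MPV of the genes of each A chromosome (red) and C chromosome (blue) in AAC (top) and CCA (bottom); circles are replicate 1, triangles replicate 2, and the line marks an FC of 1. Chromosome C08 lies near 0 in both AAC replicates (0.0318 and 0.0228), and A04 lies above the other A chromosomes in both CCA replicates.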

Whereas the interquartile range and the median of C-subgenome genes in AAC (approximately 0.5–1.0 and 0.75, respectively) and A-subgenome genes in CCA (approximately 0.6–1.0 and 0.75, respectively) were definitely less than 1.0 (Figure 2C), suggesting single dosage effects responding to genome-dosage changes. 

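The median FPKM of genes above 0 was 1.99 in AC (n = 53436 genes) and 2.03 in CCAA (n = 55002 genes, Wilcoxon's rank-sum test across genes, p = 0.380). Over the genes with FPKM above 1 in their own progenitor (n = 41159 genes), the medians were 3.03 and 3.36 (p = 1.02e-25). The same test on all genes above 0 gave p = 0.685 between the AC replicates (n = 49792 and n = 48384 genes) and p = 6.38e-41 between the CCAA replicates (n = 50991 and n = 50715 genes), so replicates of a single material also differed. On the mean of the replicates, of 40601 genes with signal in at least one of the 2 materials, 67.9% had an FPKM ratio between AC and CCAA within 2-fold. Between single libraries, that share was 69.9% for the AC replicates and 57.9% for the CCAA replicates. It was from 53.2 to 62.8% for the 4 pairs of an AC with a CCAA library. FPKM is scaled to the mapped reads of each library, so a difference in total output between AC and CCAA would not show here.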

Besides, the genome-wide gene expression levels of AC and CCAA were almost the same, for no significant difference was detected (Wilcoxon's rank-sum test, *p* > 0.05; Figure 2B). The observation supported the view that the effect of dosage was not simply due to the absolute dosage of the copy number, but rather resulted from a change in the relative dosage balance between A and C subgenomes (Birchler et al., 2005; Bekaert et al., 2011).

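The difference between CCAA and AC was tested for each of the 41159 genes with limma over the 8 libraries of the synthetics. At an adjusted p under 0.05, 472 genes differed (278 higher and 194 lower in CCAA), and 5128 genes had an unadjusted p under 0.05. With only the 4 libraries of AC and CCAA in the model, 0 genes passed and 4806 had an unadjusted p under 0.05. AAC and CCA differed in 2626 genes in the fit over the 8 libraries, of which 1030 were genes of chromosome C08 lower in AAC, and in 873 genes with only their own 4 libraries. Each of the genes named next, among those with the largest log2 differences, was listed at or near 0 in AC or CCAA. Of 14762 genes with FPKM above 10 in their own progenitor, 213 were listed at 0 in both AC libraries and 146 in both CCAA libraries, and 55 in AC and 38 in CCAA were listed at 0 in one library and above 10 in the other. Without counts, a listed 0 cannot be told apart from a missing value, and the log2 differences of these genes rest on such values. *BnaA08g00380D* (A08, 250701 to 251187) had an FPKM of 1490 and 1316 in the AC replicates and of 0 and 0.270 in the CCAA replicates, a log2 difference of -12.83 (standard error 0.68, limma adjusted p = 0.00317). *BnaA02g12840D* (A02, 6935322 to 6936505) was listed at 332 and 537 in AC and at 0 and 0 in CCAA, a log2 difference of -12.04 (standard error 0.81, limma adjusted p = 0.00483), and was also near 0 in CCA (0.339 and 0). *BnaA07g32150D* (A07, 22331090 to 22331427) was listed at 0 and 0 in AC and at 206 and 429 in CCAA, a log2 difference of 11.54 (standard error 0.85, limma adjusted p = 0.00578), and *BnaAnng00820D*, an A-subgenome gene on unplaced sequence, at 0 and 0 in AC and at 149 and 119 in CCAA (10.38, standard error 0.60, limma adjusted p = 0.00363). Among AA and the 4 synthetics, both were at 0 only in AC, with mean FPKM of 1524 and 210 in AA, 229 and 28.9 in AAC, and 187 and 56.6 in CCA. With a pseudocount of 1 in place of 0.1, these log2 differences were -10.28, -8.73, 8.22, and 7.07. In the similar levels of AC and CCAA, the paper sees support for the view that absolute copy number did not simply set the effect. In that view, the effect came from an altered relative dosage balance of the subgenomes. FPKM holds no measure of total RNA per cell, so the similar levels do not test the role of absolute copy number.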

There was also dosage compensation at the mRNA level. 

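The ratio of the median FC of A-subgenome genes to that of C-subgenome genes in AAC was 1.79, with 1.80 and 1.85 in the replicates (SD 0.0360), against a dosage ratio of 2. Without the genes of chromosome windows that departed from the dosage, it was 1.70. With FPKM rescaled to 1000000 per library, the medians behind the ratio were 1.13 and 0.647.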

We found that it was not the expected 2-fold change in gene expression levels along with the change of subgenome ratio (A/C = 2) in AAC. 

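Of the A-subgenome genes, 60.4% had an FC between 0.5 and 1.5 in AAC, and of the C-subgenome genes 58.2%. In AC, these shares were 59.1 and 64.6%.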

Data showed that the positions of the interquartile range and the median of A-subgenome genes were about 1.0–1.6 and 1.25, respectively, but were about 0.5–1.0 and 0.75 for C-subgenome genes (Figure 2C). It was similar in CCA. 

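In CCA, the ratio of the median FC of A-subgenome genes to that of C-subgenome genes was 0.521, with 0.524 and 0.517 in the replicates (SD 0.00533), against a dosage ratio of 0.5. In the balanced materials, the same ratio was 0.874 in AC and 0.934 in CCAA.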

In other words, genes expressed did not show the expected 2-fold change in gene expression levels if mRNA levels correlated perfectly to gene/genome dosage, which suggested that there were buffering effects or dosage compensation at the mRNA level. 

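The ratio was also taken over genes without any signal in the progenitor that lacks their subgenome. Over these 10568 A-subgenome and 8597 C-subgenome genes, it was 2.06 in AAC and 0.481 in CCA, against 1.79 and 0.521 over all genes. Without the genes of chromosome windows that departed from the dosage, the ratio over genes without such signal was 1.92 in AAC and 0.463 in CCA. From medians that stay short of a 2-fold change, the paper proposes buffering effects or dosage compensation at the mRNA level.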

Some clues could also be revealed from the global gene expression levels (Figure 2B). The results collectively indicated a complex relationship between gene dosage and expression.

### Correlations between gene expression and dosage

To study correlations between gene expression and dosage, we calculated the correlation coefficient (*R*-values) between homoeologous gene expression levels (FPKM) and relative dosages of the 14,380 homoeologous gene pairs between A and C subgenomes, respectively. For example, for gene *BnaA01g05230D* with *R* = 0.97, an A-subgenome gene, expression levels of AA (all A genome), AAC (2/3 A genome), AC (1/2 A genome), CCAA (1/2 A genome), and CCA (1/3 A genome) were 22.22, 11.37, 7.41, 8.98, and 6.34, respectively. 

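*BnaA01g05230D* lies on chromosome A01 of the reference genome, from 2445788 to 2446736. Its FPKM was 22.2 ± 0.147 (SD, n = 2) in AA, 11.4 ± 0.653 in AAC, 7.41 ± 1.23 in AC, 8.98 ± 0.684 in CCAA, and 6.34 ± 2.77 in CCA, and it had no signal in CC. The AC and CCA replicates overlapped, at 8.28 and 6.54 in AC and 8.30 and 4.38 in CCA. Neither CCAA against AC (log2 difference 0.28, standard error 0.41, limma adjusted p = 0.852) nor AAC against CCA (0.90, standard error 0.41, limma adjusted p = 0.242) passed an adjusted p of 0.05.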

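Over the means of the 5 genotypes, the *R* of *BnaA01g05230D* was 0.975. It was 0.960 over the 10 single libraries and 0.940 over AAC, AC, CCAA, and CCA without the diploid progenitor. With one replicate of each material left out, it was 0.985 or 0.941.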

Pearson correlation between expression levels (22.22, 11.37, 7.41, 8.98, and 6.34) and the relative dosage (1, 2/3, 1/2, 1/2, and 1/3) was 0.97 (Table S3). 

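*R* was computed for each gene between the mean FPKM of its own diploid progenitor, AAC, AC, CCAA, and CCA and the relative dosage of its subgenome. It was above 0 for 93.8% of the 19831 A-subgenome genes and 93.3% of the 21328 C-subgenome genes. Between *R* values from a single replicate of each material, these shares had an SD of 1.37 and 2.39 percentage points. The median *R* was 0.830 for A-subgenome and 0.824 for C-subgenome genes. Leaving the diploid progenitor out of the correlation moved the shares most, to 80.2 and 85.1%.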

Results showed that about 95% *R*-values were > 0, meaning positive correlations, and the remaining 5% *R*-values were < 0 for negative correlation (Figure 3A, Table S3). Moreover, among those 5% genes with *R* < 0, only 38 A-subgenome genes and 21 C-subgenome genes (0.26 and 0.15%, respectively) had statistical significance. 

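Of the genes with *R* below 0, which numbered 1221 in the A subgenome and 1423 in the C subgenome, 83 A-subgenome genes (0.419% of all A-subgenome genes) and 75 C-subgenome genes (0.352% of all C-subgenome genes) had an *R*2 above 0.59. Over the 10 single libraries instead of the 5 genotype means, 19 A-subgenome and 16 C-subgenome genes had a negative *R* with an *R*2 above 0.59. With a Benjamini-Hochberg adjusted Pearson p under 0.05 as the cutoff, 0 genes were left in each subgenome, while 33 A-subgenome and 28 C-subgenome genes had a negative *R* and an unadjusted p under 0.05.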

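Of the genes with *R* above 0, 11817 A-subgenome genes (63.5%) and 12386 C-subgenome genes (62.2%) had an *R*2 above 0.59.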

While most genes (average 63%) were statistically significant among those genes with *R* > 0 (Figure 3A, Table S3). We concluded that the majority of genes showed positive correlations between gene expression and genome dosage in *Brassica* polyploids and hybrids.

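The real dosages were compared with other assignments of the dosages to the 5 genotypes, 60 distinct orders in all. With the real dosages, 59.6% of A-subgenome genes and 58.1% of C-subgenome genes had *R* above 0 and *R*2 above 0.59. With the other orders, the median share was 2.28% for A-subgenome and 2.03% for C-subgenome genes, and the largest was 52.2 and 47.6%. Genes that follow the dosage enter these orders too, so they do not give the share expected without a relation to dosage. Of simulated genes without such a relation, 12.1% had an *R*2 above 0.59 in either direction. Without the diploid progenitor, the shares were 38.5 and 42.3% with the real dosages and at most 20.4 and 19.2% with the others of the 12 orders. From the share of positive *R*-values, the paper concludes that the majority of genes had positive correlations between expression and genome dosage.

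**Figure D4:**
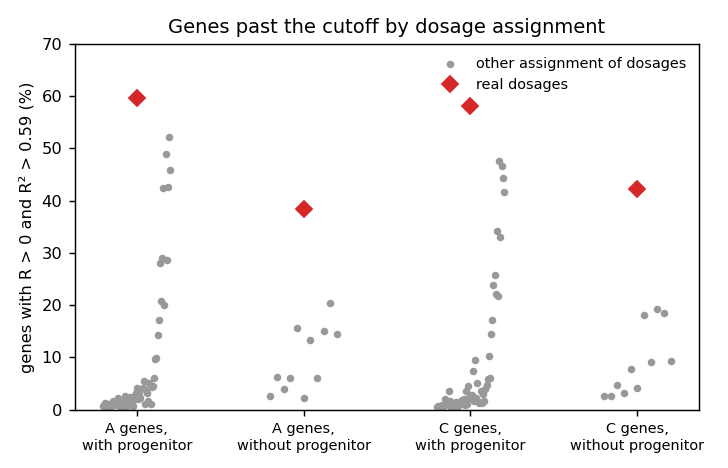
Percentage of genes with R > 0 and R2 > 0.59 when the relative dosages are assigned to the genotypes in every distinct order, for A- and C-subgenome genes, with and without the diploid progenitor; diamonds are the real dosages and points the other orders. The real dosages give the largest share in all 4 sets: 59.6, 38.5, 58.1, and 42.3%.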

**Figure 3:**
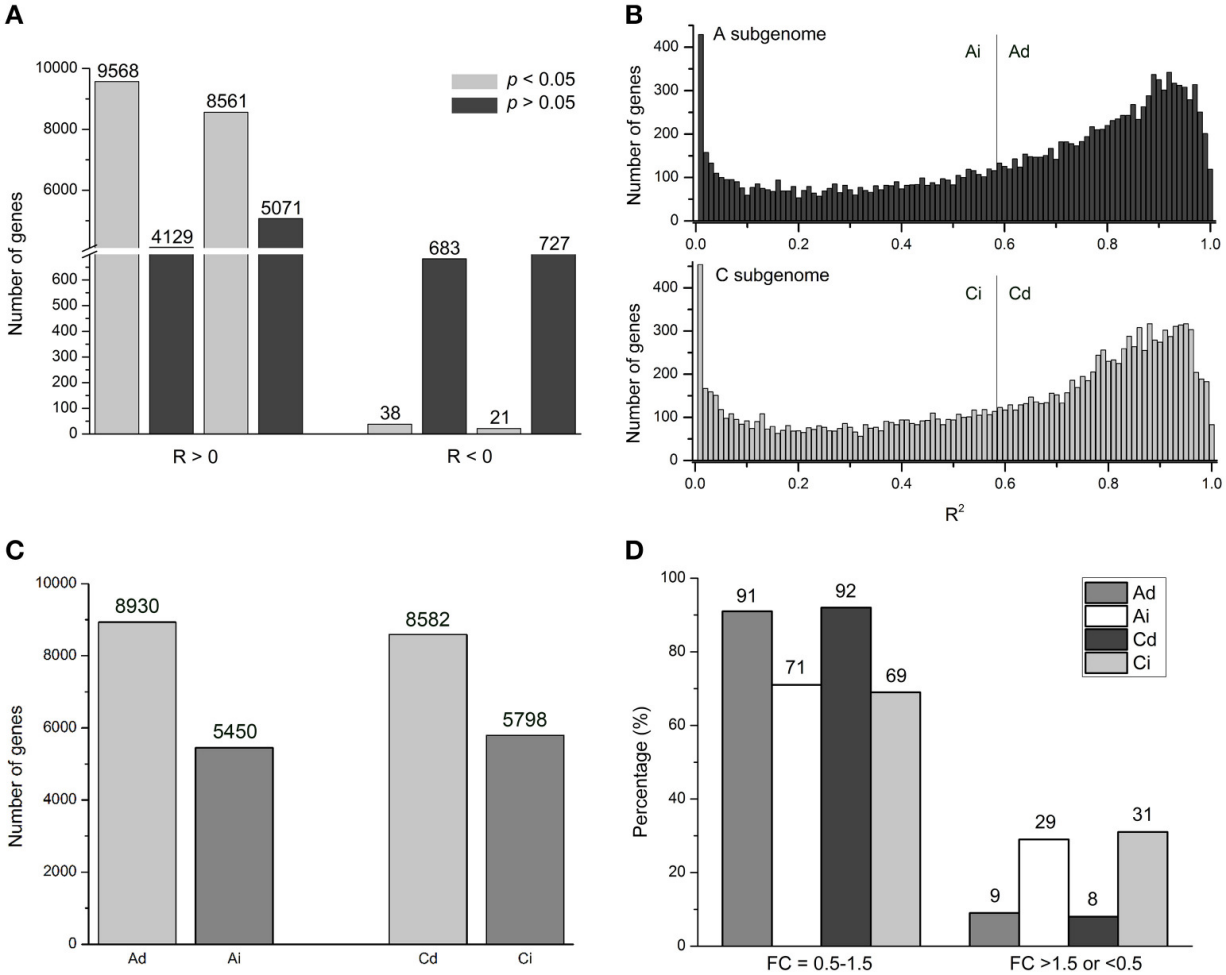
**Genome-wide dosage regulation of homeologous expression in synthetic *B. napus*. (A)** Number of genes with positive (*R* > 0) and negative (*R* < 0) correlation between dosage and expression of A (left) and C (right) homeologous genes at significant (FDR < 0.05) and insignificant (FDR > 0.05) levels. **(B)** The distribution of coefficient of determination (*R*^2^) in A and C homeologous. X axis: *R*^2^ value bins divided; Y axis: number of genes in each bin. Gray lines separate genes with dosage-dependent and dosage-independent expression. **(C)** Number of Ad, Ai, Cd, and Ci genes. **(D)** Numbers of genes with fold-change (FC) distribution of in A and C homeologous genes at “0.5–1.5” and “>1.5 or <0.5” levels in CCAA. Ad, Ai, Cd, and Ci means dosage dependent A, dosage independent A, dosage dependent C, and dosage independent C, respectively.

The small group of negatively correlated genes which were called “inverse dosage effect” genes (Birchler and Veitia, 2012; Veitia et al., 2013) could be potentially interesting, due to their negative effect of the regulator to cancel the positive effect of the change in gene dosage on the total expression levels. In the following, we investigated the molecular function and biological pathway of the potentially small group of significantly inverse dosage effect genes with the DAVID Functional Annotation Tool (https://david.ncifcrf.gov/tools.jsp). After the orthologous genes in *A. thaliana* of those negatively correlated genes were submitted to the DAVID, by using the *Arabidopsis* genome gene list as background, the genes involved in proteolysis and/or macromolecule catabolic process (GO: 0006508, GO: 0009057) were highestly over-represented, followed by those for translation and/or ribosome (GO: 0006412, GO: 0005840; Table S4).

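Table S4 lists 59 genes with an inverse dosage effect, 38 of the A subgenome and 21 of the C subgenome. Recomputed from the FPKM values, *R* was below 0 for all 59 and lay within 0.01 of the listed value for each, and 48 of them had an *R*2 above 0.59. The 7 genes with terms for proteolysis or macromolecule catabolic process had *R* from -0.960 to -0.784, and the 5 genes with terms for translation or ribosome from -0.965 to -0.755. Of the 59 genes, 42 had signal in the progenitor that lacks their subgenome. The A-subgenome genes with the most negative *R* were *BnaA08g14540D* (A08, 12282890 to 12283767) with *R* of -0.978 and *BnaA03g11860D* (A03, 5361621 to 5362638) with *R* of -0.971. The FPKM of *BnaA08g14540D* was 3.06 ± 1.14 (SD, n = 2) in AA and 8.83 ± 10.3 in CCA. That of *BnaA03g11860D* was 1.88 ± 0.966 in AA and 4.54 ± 2.08 in CCA. In CC, which lacks the A subgenome, these genes were listed at 6.17 ± 6.06 and 3.34 ± 0.112. Signal that does not come from an A copy may therefore enter their *R*. The C-subgenome genes with the most negative *R* were *BnaC05g01460D* (C05, 758624 to 759179) with *R* of -0.965 and *BnaC09g04540D* (C09, 2601249 to 2605308) with *R* of -0.962. The FPKM of *BnaC05g01460D* was 3.19 ± 1.30 in CC and 6.95 ± 3.23 in AAC, and that of *BnaC09g04540D* was 13.1 ± 0.199 in CC and 105.3 ± 3.86 in AAC. Neither C-subgenome gene had signal in AA. Over the 10 single libraries, *R* of the A-subgenome and C-subgenome genes named here was -0.348, -0.692, -0.432, and -0.779 in the order given. *BnaA08g14540D* and *BnaC09g04540D* lay in chromosome windows that departed from the dosage in AAC.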

### Dosage-dependent and -independent genes expressions

In order to study the effects of the relative dosage balance, coefficients of determination (*R*^2^) between dosage and expression level were used to quantify the strength of dosage effects on expression. High *R*^2^-values indicated that the gene expression levels and dosage changes were strongly correlated, and the corresponding genes were defined as dosage dependent. On the contrary, genes with low *R*^2^-values were called dosage-independent, suggesting that the expression level was weakly correlated with the dosage changes. For example, for dosage dependent *BnaA10g21130D*, an A-subgenome gene with *R*^2^ = 0.9996, expression levels were 6.32: 3.96: 2.87: 2.85: 1.69, close to 1: 2/3: 1/2: 1/2: 1/3. In contrast, for dosage independent gene *BnaC05g12440D* (*R*^2^ = 2.39E-9), the gene expression levels were 96.35: 71.47: 94.49: 71.31: 99.86, far from 1: 2/3: 1/2: 1/2: 1/3 (Table S3).

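*BnaA10g21130D* lies on chromosome A10, from 14619537 to 14623436. Its FPKM was 6.32 ± 0.120 (SD, n = 2) in AA, 3.96 ± 0.107 in AAC, 2.87 ± 0.361 in AC, 2.85 ± 0.834 in CCAA, and 1.69 ± 1.12 in CCA, and it had no signal in CC. Its *R*2 was 0.9998 over the 5 genotype means, 0.921 over the 10 single libraries, and 0.9994 without the diploid progenitor. The CCA replicates, at 2.48 and 0.898, spread more than the difference between the means of CCA and AC.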

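*BnaC05g12440D* lies on chromosome C05, from 7186352 to 7187353. Its FPKM was 96.3 ± 10.4 (SD, n = 2) in CC, 71.5 ± 36.9 in CCA, 94.5 ± 22.3 in AC, 71.3 ± 34.6 in CCAA, and 99.9 ± 22.5 in AAC. It also had an FPKM of 59.1 ± 27.9 in AA, which lacks the C subgenome. Its *R* was 0.00658 and its *R*2 4.33e-05 over the 5 genotype means, and its *R* was -0.77 over the 4 synthetics without the diploid progenitor. No 2 of the 4 synthetics were separated by more than their replicates.

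**Figure D5:**
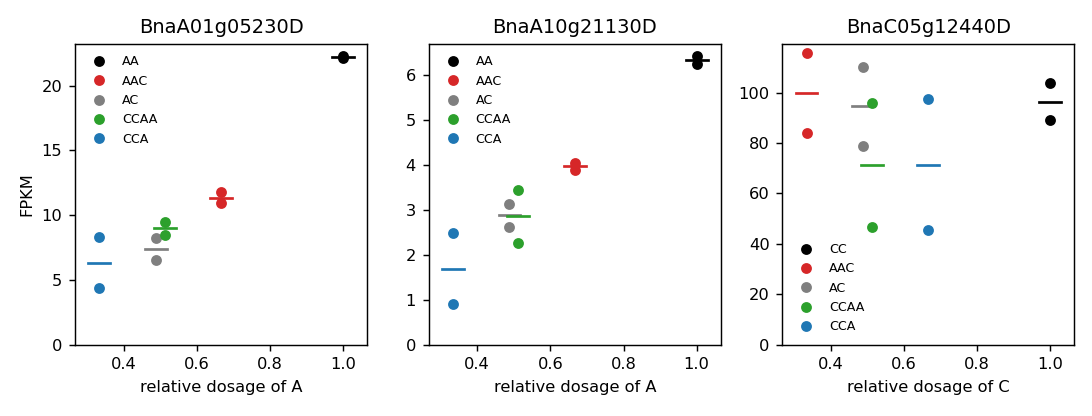
FPKM of *BnaA01g05230D*, *BnaA10g21130D*, and *BnaC05g12440D* against the relative dosage of the subgenome of each gene; points are libraries, lines are means of 2 replicates, and AC and CCAA, both at a dosage of 0.5, are drawn side by side. *BnaA10g21130D* runs from 1.69 in CCA to 6.32 in AA, whereas the CCA and CCAA replicates of *BnaC05g12440D* spread from 45.4 to 97.5 and from 46.8 to 95.8.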

All genes were clustered into two groups based on *R*^2^-values using the Pearson correlation test with multiple testing correlation (Benjamini and Hochberg, 1995), as defined in *Arabidopsis* (Shi et al., 2015). Empirically *p* < 0.05 was used as the cutoff value for the statistically significant level. 

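With 5 genotype means, a Pearson correlation with *R*2 of 0.59 has an unadjusted two-sided p of 0.129 by the usual formula. An unadjusted p under 0.05 starts at an *R*2 of 0.771, and 7983 A-subgenome and 8402 C-subgenome genes passed it. A Benjamini-Hochberg adjusted p under 0.05 left 11 A-subgenome and 43 C-subgenome genes. Storey's q under 0.05 started at an *R*2 of 0.664 for A-subgenome genes and 0.698 for C-subgenome genes, and left 10524 and 10338 genes. The cutoff of 0.59 that the paper states was used for the classes of genes.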

Maintaining the significant level at 0.05 in both A- and C- subgenome genes, we got *R*^2^ > 0.59. So those genes with *R*^2^ > 0.59 were called dosage dependent A (Ad) and C (Cd) genes, while others with *R*^2^ < 0.59 were called dosage independent A (Ai) and C (Ci) genes (Figure 3B, Table S3). However, the distribution was continuous, there was no obvious boundaries between dosage dependent and independent genes. 

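In steps of 0.05 in *R*2, the number of A-subgenome genes was 1452 between 0 and 0.05, fell to 481 between 0.2 and 0.25, rose to 2110 between 0.9 and 0.95, and was 1445 between 0.95 and 1. For C-subgenome genes, it was 1723 between 0 and 0.05, at its lowest 558 between 0.3 and 0.35, 2070 between 0.9 and 0.95, and 1311 between 0.95 and 1. The step from 0.55 to 0.6, which holds the cutoff, had 804 A-subgenome genes, between 752 in the step before and 925 in the step after.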

Under this cutoff value, about 60% genes (8930 and 8582 genes in A and C subgenomes, respectively) were dosage dependent, and the rest of 40% genes (5450 and 5798, respectively) were dosage independent (Figure 3C, Table S3).

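With *R*2 above 0.59, 11900 A-subgenome genes (60.0%) and 12461 C-subgenome genes (58.4%) were dosage dependent, and 7931 (40.0%) and 8867 (41.6%) were dosage independent. With *R* from a single replicate of each material, between 9277 and 9838 A-subgenome genes and between 8403 and 9461 C-subgenome genes were dosage dependent. Of the A-subgenome genes in chromosome windows that departed from the dosage in AAC or CCA, 43.9% were dosage dependent, against 62.6% of the others. For C-subgenome genes, these shares were 62.6 and 58.0%.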

Dosage dependent and independent genes definitely influenced the strength of dosage effects on gene expression. 

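In CCAA, FC lay between 0.5 and 1.5 for 77.6% of dosage-dependent and 51.4% of dosage-independent A-subgenome genes, a difference of 26.2 percentage points (Chi-square 1476 across genes). For C-subgenome genes, these shares were 77.0 and 43.5%, a difference of 33.5 points (Chi-square 2493). With either replicate left out, the difference was between 18.7 and 32.6 points for A-subgenome genes and between 15.7 and 31.8 points for C-subgenome genes. The classes were made with the CCAA values among others, and with classes made without CCAA the difference was 16.9 points (Chi-square 563, p = 1.5e-124) and 24.4 points (Chi-square 1226, p = 1.32e-268).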

In CCAA, the FC values of most Ad and Cd genes (91 and 92%, respectively) distributed in “0.5–1.5” compared with MPV, significantly greater than those of Ai and Ci genes (71 and 69%, respectively; Chi-square test, *p* < 2.2e-16). 

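FC outside 0.5 to 1.5 in CCAA was found for 22.4% of dosage-dependent and 48.6% of dosage-independent A-subgenome genes, and for 23.0 and 56.5% of C-subgenome genes. Over the 1997 pairs of Table S3, all dosage dependent in both subgenomes by the paper's classes, 15.0% of the A and 14.8% of the C genes lay outside.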

On the contrary, less than 10% of genes appeared in the regions with FC values “> 1.5 or < 0.5” of Ad and Cd, whereas 30% of Ai and Ci genes were significantly higher (Chi-square test, *p* < 2.2e-16; Figure 3D). 

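The replicates of a material differed more in dosage-independent genes. In each of 10 classes of progenitor expression, the mean log2 difference between replicates was larger for dosage-independent than for dosage-dependent genes, by 0.14 to 0.21 for A-subgenome genes and by 0.10 to 0.19 for C-subgenome genes. Dosage-independent genes also more often had signal in the progenitor that lacks their subgenome. Of the A-subgenome genes with such signal 42.0% were dosage independent, against 38.2% of those without (Chi-square test across genes, p = 8.36e-08), and of the C-subgenome genes 42.4 against 40.3% (p = 0.00264).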

Dosage dependent and independent genes contributed differentially to variable gene expressions, likely the former to additive expression and the latter to non-additive expression.

### Biological characteristics of dosage-dependent and -independent genes

A total of 14,380 homeologous gene pairs were classified into four groups: AdCd (40%), AdCi (22%), AiCd (20%), and AiCi (18%) (Figure 4A, Table S3), which was not significantly different from the expected percentages of AdCd (37%), AdCi (25%), AiCd (23%), and AiCi (15%) (Chi-square test, *p* > 0.05). The similar dosage dependency of both A- and C-subgenome genes suggested possible generalities for factors controlling which genes were dosage dependent or independent. So genes in groups of AdCd and AiCi definitely represented two opposite types divided by whether the gene expression was dependent or independent of the dosage changes.

**Figure 4:**
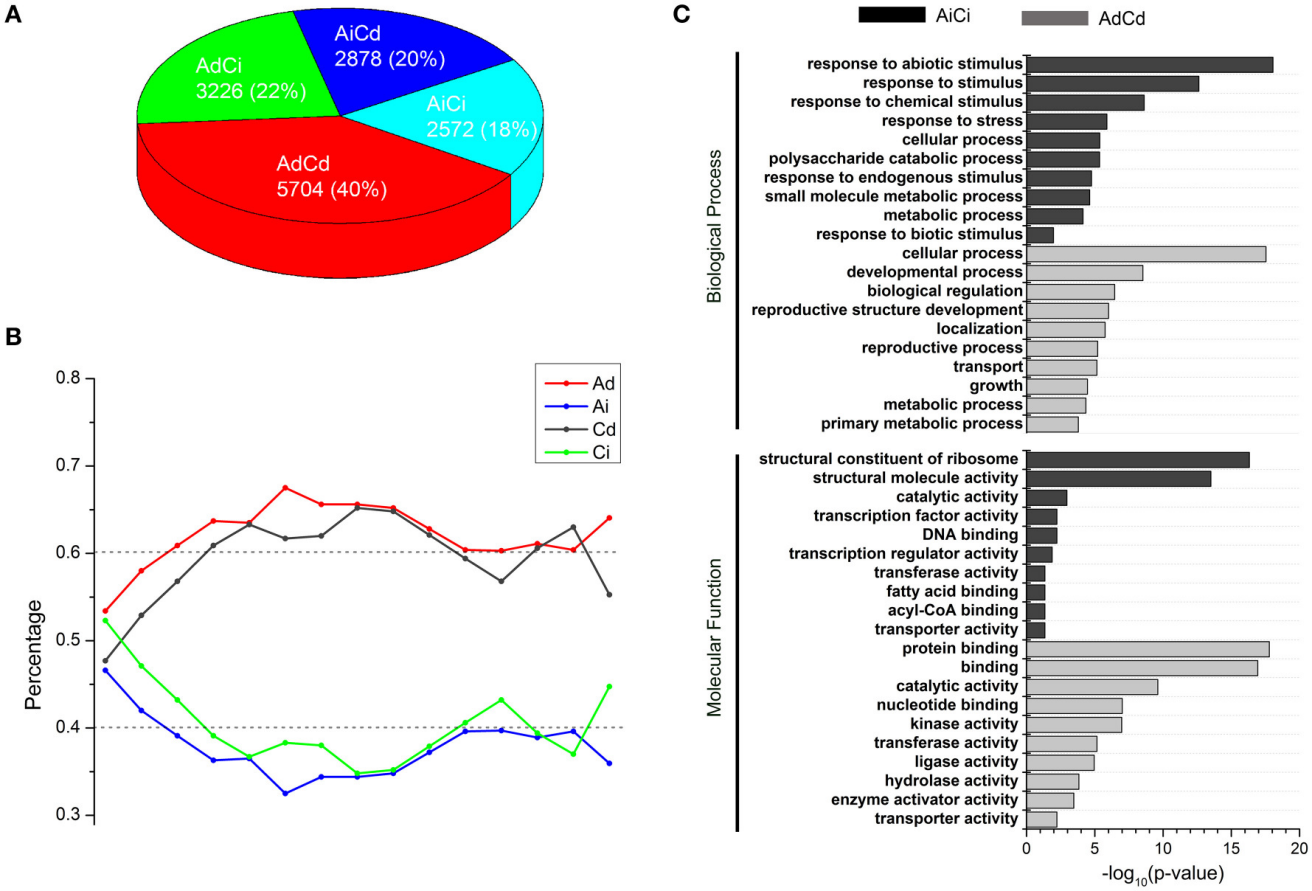
**Dosage-dependent and dosage-independent expressions of homeologous in *B. napus*. (A)** Number and percentage of AdCd, AdCi, AiCd, and AiCi genes. **(B)** Percentages of Ad (red), Ai (blue), Cd (black), Ci (green) genes that contain absolute expression levels (FPKM) within a range of distances. X axis: a range of bins contains FPKM values ranking from low to high; Y axis: percentage of genes in each bin. Dash lines represent the expected levels. **(C)** Enrichment of AdCd and AiCi genes in GO groups. Ad, Ai, Cd, and Ci represent dosage dependent A, dosage independent A, dosage dependent C, and dosage independent C, respectively.

As the gene expression was either dosage dependent or independent, we wanted to know if the absolute expression levels of genes worked. We divided the absolute expression levels ranking from low to high into “bins,” each containing 1000 genes and counted the number of dosage dependent (Ad, Cd) and dosage independent (Ai, Ci) genes in each bin. 

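The genes were ranked by mean FPKM in CCAA and divided into bins of 1000, which gave 19 bins of A-subgenome and 21 bins of C-subgenome genes. The share of dosage-dependent A-subgenome genes lay between 51.8% in the bin with the highest expression and 67.0% in that with the lowest (Chi-square test across bins, 134, p = 8.3e-20). For C-subgenome genes, it lay between 45.0% in the bin with the highest and 68.0% in that with the lowest expression (Chi-square 262, p = 4.23e-44). With the CCAA values of a single replicate and *R* from that replicate, the spread between the highest and lowest share was between 9.17 and 17.4 percentage points for A-subgenome and between 26.1 and 34.7 points for C-subgenome genes.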

The distribution of dosage-dependent and -independent genes in bins with different absolute expression levels had no significant differences than the expected (about 60 vs. 40%) in CCAA (Chi-square test, *p* > 0.05; Figure 4B), indicating that the absolute expression levels of dosage-dependent genes did not differ from those of dosage-independent genes. Therefore, the absolute expression levels were not the determining factor of dosage dependence and/or independence.

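Ranked by FPKM in the own progenitor instead, the lowest bin had the lowest share of dosage-dependent genes, 37.2% of A-subgenome and 41.8% of C-subgenome genes, and the highest shares were 69.9 and 68.6% (Chi-square 721, p = 1.59e-141, and 664, p = 1.14e-127). The order of the bins therefore depended on the material used for ranking. From shares that it finds close to those expected in each bin, the paper concludes that absolute expression levels were not the determining factor of dosage dependence.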

Gene ontology (GO) enrichment analysis was used to classify genes according to their molecular function and the pathway in which they were involved. In this study, the orthologous *A. thaliana* Gene ID was used to predict the corresponding genes in *B. napus*. GO analysis revealed different functional enrichment between genes with dosage dependent and independent. First, the top 3000 of AdCd genes were submitted to BiNGO (Maere et al., 2005), and they were significantly enriched (*p* < 0.05) in lots of categories, including the most basically process, like “cellular process,” “developmental process,” “biological regulation,” “localization,” “transport,” etc. (Figure 4C, Table S5). However, AiCi genes were mainly clustered into the GO terms of “response to stimulus” in biological process, which consisted of a mass of daughter categories, such as “response to stress,” “response to abiotic stimulus,” “response to chemical stimulus” and so on (Figure 4C, Figure S2, and Table S5). So the dosage independent genes probably played a key role in stress responses. The other main modules contained the GO terms including “structural constituent of ribosome,” “DNA binding” and “transcription factor activity” in molecular function (Figure 4C, Table S5).

### *cis* and *trans* effects on gene expression of dosage-balance regulatory

Gene expression changes in gene transcription could result from *cis* and/or *trans* effects (Rockman and Kruglyak, 2006; Williams et al., 2007; Yoo et al., 2014). In this study, we measured the *cis*/*trans* effects on gene transcription by comparing the transcription difference between A- and C-subgenome genes (see Section Materials and Methods), as defined in other studies (Tirosh et al., 2009; Shi et al., 2012). 

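For the 1997 pairs read from Table S3, A was the log2 ratio of the A gene in AA to the C gene in CC, and B that of the A to the C gene in a synthetic. The paper names Fisher's exact test, which needs counts. In its place, limma was fitted to the log2(FPKM + 0.1) values of the 4 groups of each material, with 2 libraries each. The A and C genes of a synthetic come from the same 2 libraries, but the fit left this pairing out. The replicate block given below ties AA, CC, and the synthetic by replicate number, although such replicates were not pairs. A pair was called only *cis* when B had an adjusted p under 0.05 and A - B had not, and only *trans* when A - B had and B had not. On simulated pairs with a log2 difference of 3, this called 147 of 200 *trans* and 172 of 200 *cis* pairs. With A - B shifted by 1 in all pairs and no difference in B, it called 0 only *trans*. These simulations had the noise of AC and put the shift of A - B in AA. They do not cover AAC or CCA, where B shifted.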

Results showed almost the same gene distribution of “only *cis* effects,” “only *trans* effects,” “*cis*-*trans* effects,” and “no *cis*-*trans* effects” in dosage-balanced AC and CCAA. However, the gene percentage of *trans* effects differed significantly in AAC (22.5%) and CCA (17.8%), compared with AC (10.7%) or CCAA (11.3%) (Chi-square test, *p* = 4.395e-11), whereas *cis* effects remained the same (Chi-square test, *p* = 0.2727), approximately 17.5% (Figures 5A,B, Figure S3, and Table 1). It was shown that *trans* effects rather than *cis* effects were mainly responsible for gene/genome dosage variations.

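In AC, 319 pairs (16.0%) were only *cis*, 0 only *trans*, and 12 both. In CCAA, 86 pairs (4.31%) were only *cis*, 0 only *trans*, and 4 both. At an unadjusted p under 0.05, A - B differed from 0 in 215 pairs in AC and 67 in CCAA. The median of A over the pairs was -0.08, and the median of A - B was 0.11 ± 0.11 (SD, n = 2) in AC and 0.01 ± 0.11 in CCAA. With a replicate block, 319 and 109 pairs were only *cis*. With all 12 libraries in a single fit, 223 and 161 pairs were only *cis* and the count of only *trans* pairs stayed at 0.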

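In AAC, 772 pairs (38.7%) were only *cis*, 0 only *trans*, and 8 both. In CCA, 566 pairs (28.3%) were only *cis*, 0 only *trans*, and 7 both. With a replicate block, 793 pairs in AAC and 804 in CCA were only *cis*. With all 12 libraries in a single fit, 402 and 746 were, so the order of AAC and CCA depended on the fit. At an unadjusted p under 0.05, A - B differed from 0 in 568 pairs in AAC and 330 in CCA. The median of B was 0.77 in AAC and -1.12 in CCA, against -0.21 in AC and -0.12 in CCAA. The median of A - B was -0.83 ± 0.07 (SD, n = 2) in AAC and 1.01 ± 0.09 in CCA, farther from 0 than in AC and CCAA by more than the spread between replicates. Restricting the pairs to FPKM above 5 in both progenitors gave 8 only *trans* pairs in AAC and 0 in CCA, and with all 12 libraries in a single fit there were 0 and 1.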

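The dosage ratio alone shifts B by 1 in AAC and by -1 in CCA on the log2 scale. With the log2 of the dosage ratio subtracted from B, the median of A - B was 0.17 in AAC and 0.01 in CCA. With the same subtraction, 411 and 110 pairs were only *cis*. A pair with a shifted B counts as only *cis* whenever its A - B does not pass. The shares without subtraction therefore also hold the dosage shift and do not measure *cis* effects alone. From a rise in the share of *trans* effects in AAC and CCA with an unchanged share of *cis* effects, the paper concludes that *trans* effects were mainly responsible for gene/genome dosage variations.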

**Figure 5:**
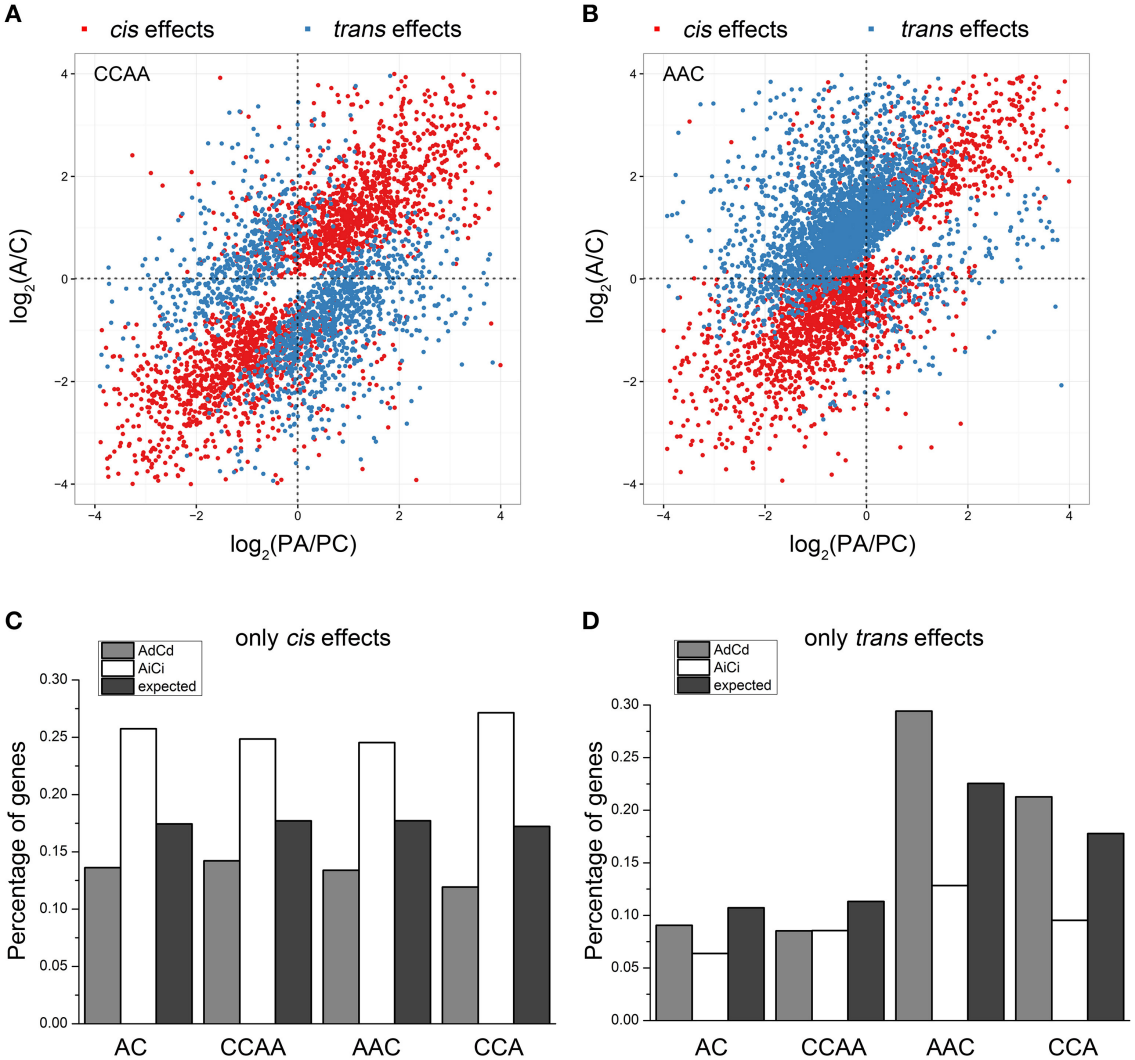
***Cis* and *trans* effects on gene expressions of dosage-balance regulatory. (A,B)** The distributions of “*cis* effects” and “*trans* effects” in CCAA and AAC, respectively. **(C,D)** The percentages of “only *cis* effects” and “only *trans* effects” diversities between A and C homeologous genes in AC, CCAA, AAC, and CCA. Ad, Ai, Cd, and Ci means dosage dependent A, dosage independent A, dosage dependent C and dosage independent C, respectively.

**Table 1:** **The distribution of *cis* and *trans* effects in synthetic *B. napus* and derivatives**.

**Materials**	**No effects**	**Only *cis* effects**	**Only *trans* effects**	***Cis*-*trans* effects**
AC	9688 (67.4%)	2507 (17.4%)	1541 (10.7%)	644 (4.5%)
AAC	7485 (52.1%)	2547 (17.7%)	3242 (22.5%)	1106 (7.7%)
CCA	8688 (60.4%)	2476 (17.2%)	2557 (17.8%)	659 (4.6%)
CCAA	9436 (65.6%)	2546 (17.7%)	1627 (11.3%)	771 (5.4%)

Then we wanted to know if dosage-balance regulatory influenced gene expression associated with *cis*/*trans* effects. We explored the distribution of dosage-dependent (AdCd) and -independent (AiCi) genes in groups of “only *cis* effects” and “only *trans* effects.” For *cis* effects, the distribution of AiCi genes was significantly greater than expected (Chi-square test, *p* < 0.01), whereas that of AdCd genes was significantly less than expected (Chi-square test, *p* < 0.01; Figure 5C), indicating that dosage-independent genes more likely influenced expression by *cis* effects. Inversely, dosage-dependent genes were more inclined to impact expression by *trans* effects, for the data showed that the distribution of AdCd genes was significantly greater than expected (Chi-square test, *p* < 0.01), while that of AiCi genes was significantly less than expected (Chi-square test, *p* < 0.01) for *trans* effects in dosage-imbalance group (Figure 5D).

### Protein interactions for dosage-dependent and -independent genes

The dosage balance hypothesis stated that dosage imbalance of subunits of macromolecular complexes could affect the eventual amount of complexes formed (Birchler et al., 2005; Veitia et al., 2008). Liang et al. (2008) predicted that the duplicates of a highly under-wrapped protein should be more sensitive to dosage imbalance. This meant that dosage-dependent genes might be expected to have fewer protein–protein interactions than dosage-independent ones. From the investigations of the number of interactors of dosage-dependent/-independent genes, the dosage-dependent genes (AdCd) had lower number of protein–protein interactions than that of dosage-independent (AiCi), but the difference was insignificant (Wilcoxon's rank-sum test, *p* = 0.2302; Figure 6A), possibly due to the lack of reference data and the use of the orthologous genes in *A. thaliana* to predict the corresponding gene in *Brassica*. By using previously published data in *Arabidopsis* (Shi et al., 2015) and reanalysis, it was found that the dosage-independent genes (TiAi) had a significant greater number of protein–protein interactions than that of dosage-dependent (TdAd) (Wilcoxon's rank-sum test, *p* = 0.04692; Figure 6B).

**Figure 6:**
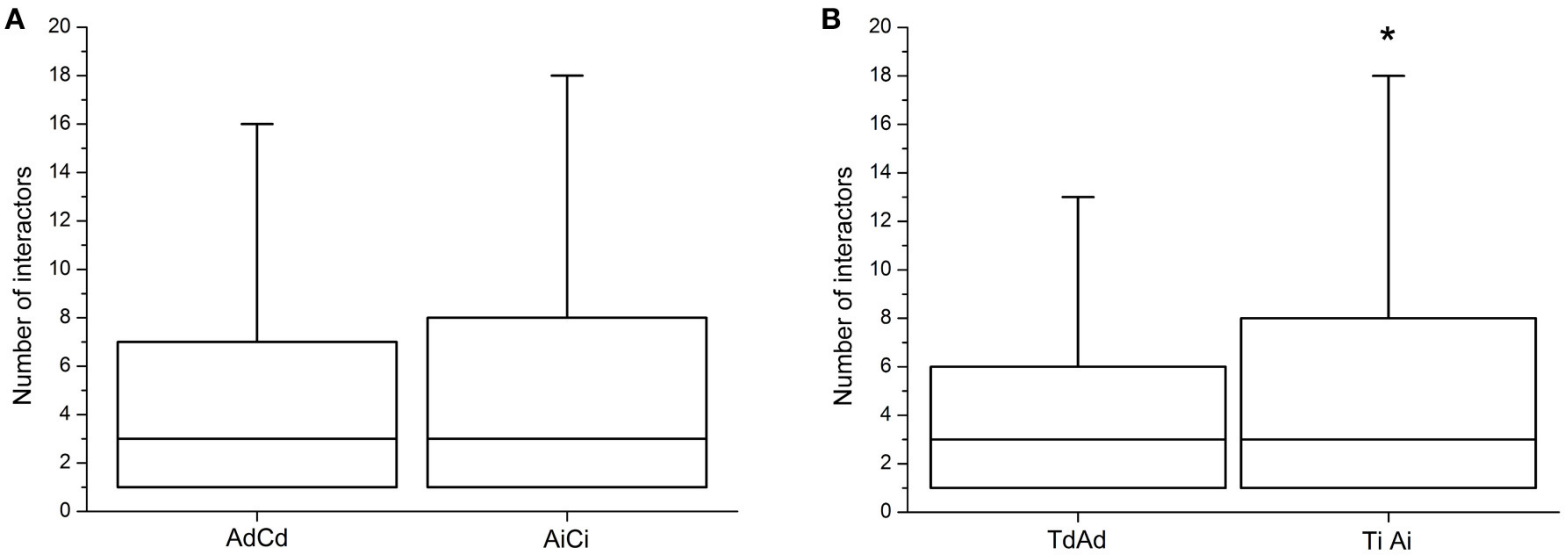
**The degrees of protein interactions for dosage-dependent and dosage-independent genes. (A)** The number of protein interactions for dosage-dependent and dosage-independent in AdCd and AiCi of *B. napus*. **(B)** The number of protein interactions for dosage-dependent and dosage-independent in TdAd and TiAi of *Arabidopsis*. Dosage-independent genes have significantly more protein interactions. Asterisks indicate *p* < 0.05. Ad, Ai, Cd, and Ci means dosage dependent A, dosage independent A, dosage dependent C, and dosage independent C, respectively.

## Discussion

### The impacts of gene/genome dosage changes on gene expression

Gene copy number changes generally translate into changes in gene expression, which was supported by lots of cases in yeast, mouse, human and *Arabidopsis* (Tang and Amon, 2013). We also found gene expression changes caused by gene dosage or copy number alterations (Figure 2), together with phenotypes alteration driven by the cumulative effects of dosage changes of a large number of genes (Figure 1). Recent works have shown that additive expression was the prevailing gene expression pattern when two parental genomes were present in an allopolyploid nucleus, although non-additively expressed genes represented a small portion (Wang et al., 2006; Chagué et al., 2010; Jiang et al., 2013; Yoo et al., 2013; Zhao et al., 2013). In our results, many genes generally increased their expressions along with the increase of gene/genome dosage (Figure 2), and were defined as dosage dependent, for their expressions showed well correlations with dosage changes. However, some genes defined as dosage independent did not exhibit the simple additivity that was predicted to be buffered, because their expressions had poor correlation with dosage changes. Gene dosage balance was one of the important factors for non-additive gene expression in polyploids, although our understanding remained limited (Yoo et al., 2014).

In our study, both A and C subgenomes genes were subjected to dosage dependent and independent expression regulations in synthetic *B. napus*, which represented approximately 60 and 40%, respectively. About 58% of A and C-subgenome genes were in the same direction to either dosage-dependent (40% AdCd) or dosage-independent expression (18% AiCi), while 42% of genes (22% AdCi and 20% AiCd) were in different directions (Figure 4A). In comparison with the results of TdAd (54%), TdAi (15%), TiAd (13%), and TiAi (17%) from *Arabidopsis* (Shi et al., 2015), our data indicated a little different percentage distribution. As to the reasons for the difference, the first one might be the different cutoff values used to distinguish dosage-dependent and -independent genes, as there was no clear distinction between them. The second was perhaps the different genetic backgrounds between *Arabidopsis* and *Brassica* species, as diploid *Brassica* genomes were triplicated compared with *A. thaliana*, as confirmed by recent whole genome sequencing of *B. rapa* (Wang et al., 2011), *B. oleracea* (Liu et al., 2014; Parkin et al., 2014), and *B. napus* (Chalhoub et al., 2014). Thereafter along with some losses of duplicated copies from the genomes during evolution, it was more complex for gene-dosage alterations in *Brassica*.

Gene expression changes in transcription could result from *cis* and/or *trans* effects (Rockman and Kruglyak, 2006; Williams et al., 2007; Yoo et al., 2014). It was previously suggested that *trans*-acting factors played a much larger role than *cis*-factors in causing gene expression variation between different species (Dong et al., 2011; McManus et al., 2014; Wang et al., 2015). Our results also showed that *trans* effects played a key role in response to gene/genome dosage alterations (Table 1). Besides, we observed that dosage-dependent genes more likely impacted expressions by *trans* effects (Figure 5D), whereas dosage-independent genes were more inclined to influence expression by *cis* effects (Figure 5C). The *cis* and *trans* regulatory factors differed in influencing the evolution of gene regulation, *cis*-effect regulatory affected the expression of nearby genes (e.g., changes in promoters and enhancers) on the same chromosome (Wittkopp et al., 2008; Tirosh et al., 2009; Dong et al., 2011; Wittkopp and Kalay, 2012). Thus, the regulation via many complex subunits possibly explained why *cis* effects overrepresented in dosage-independent genes. But *trans*- effect regulatory impacted both alleles of the diploid progenitors, dosage variations of alleles belonging to dosage-dependent genes most likely regulated expression via *trans* effects.

### Dosage compensation for gene/genome dosage changes on gene expression

Dosage compensation was a common biological phenomenon that was clearly supported by many cases in a wide range of organisms, including *Drosophila*, mouse, human, maize, etc. (Veitia and Potier, 2015). The most typical example was X chromosome inactivation in mammals, which was a mechanism that equalized the number of active X chromosomes in eutherian females (XX) and males (XY) (Pessia et al., 2012; Veitia and Potier, 2015). In our study, we also found that there were not only clear dosage effects of gene expression responding to gene/genome dosage changes, but also obviously dosage compensation effects. As showed in Figure 2, the genes expressed did not show the expected 2-fold change in their expression levels if mRNA levels correlated perfectly to gene/genome dosage in AAC and CCA, suggesting dosage compensation at the mRNA level.

Veitia et al. (2013) suggested that the inverse dosage effect genes or negatively operated dosage effectors could lead to dosage compensation, as the positive effect of the dosage changes on expression was canceled by the negative effect of the regulator. In our results, some inverse dosage effect genes were detected (Figure 3A). Such genes with statistical significance involved in proteolysis (GO: 0006508) and ribosome (GO: 0005840) were highly over-represented (Table S4), and might contribute to dosage compensation. 

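Over the 59 inverse dosage effect genes of Table S4, the median *R* was -0.805 over the 5 genotype means and -0.536 over the 10 single libraries, where 2 genes had an *R*2 above 0.59. Without the diploid progenitor, *R* was below 0 in 55 of the genes. In 23 of them, both libraries of the allotriploid with the lower dosage lay above both libraries of the one with the higher dosage. In chromosome windows that departed from the dosage in AAC or CCA lay 13 of the 59 genes.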

The result was consistent with previous study that proteolysis was predicted to play a crucial role in buffering the effects of gene dosage alterations (Veitia et al., 2008; Lundberg et al., 2012; Veitia and Potier, 2015), as induction proteolysis appeared to be a general response to the genomic imbalance due to aneuploidy (Lundberg et al., 2012). The cell might increase the level or activity of proteolysis and/or chaperones to cope with the overexpression of hundreds of proteins, many of which belonged to complexes, caused by the presence of supernumerary chromosomes (Veitia and Potier, 2015). In addition, the result that ribosome (GO: 0005840) was highly represented in the inverse dosage effect genes was consistent with a frequent biological phenomenon of nucleolar dominance, a non-additive or uniparental expression of rRNA genes, observed in many allopolyploids including *B. napus* (Chen and Pikaard, 1997).

Furthermore, we found that dosage-independent genes were more likely buffered for response to dosage changes than dosage-dependent genes (Figure 2C), which coincided with the result that the greater number of protein–protein interactions was investigated in dosage-independent genes (Figure 6B), suggesting that the existence of dosage-balanced multi-subunit complexes or networks contributed to dosage compensation. Indeed, such findings were reported in *Drosophila* (Zhou, J. et al., 2011; Malone et al., 2012). Changes in gene copy number resulted in changes of protein levels in the majority of cases in aneuploid budding yeast and human cells by quantitative proteomic analyses (Pavelka et al., 2010; Torres et al., 2010; Stingele et al., 2012), while the proteins that did not show the coordinated increase with gene copy number were found to be predominantly components of large protein complexes (Torres et al., 2010; Stingele et al., 2012). This was possibly explained by the dosage balance hypothesis (Veitia et al., 2008, 2013; Birchler and Veitia, 2010) that the co-variation of a target gene along with a linked controlling gene could lead to dosage compensation at the transcriptional level.

### Dosage-balance influence in regulatory evolution

Dosage imbalance could influence protein complexes that resulted in novel phenotypes, leading to great variability for adaptations in evolution (Birchler et al., 2005; Veitia et al., 2008; Veitia and Potier, 2015). In our GO enrichment analysis (Figure 4C, Table S5), dosage-dependent genes were mainly associated with the basic biological processes, although Lloyd et al. (2014) suggested an exceptive example that meiosis genes were often maintained in single copy per genome, revealing that these genes were important to maintain growth and developmental stability, and might provide genetic stability against null mutations and selective advantage by dosage-dependent gene regulation (Ha et al., 2007). In other side, dosage-independent genes were more likely enriched in stress response related processes, suggesting that these genes might accelerate fitness and adaptation. Furthermore, the fact that dosage independent genes with Gene Ontology terms associated with response to important environmental factors, transcription factors and ribosomal protein genes was in accordance well with the fact that genes were most likely retained in WGD duplicates in *B. rapa* (Wang et al., 2011). This result was often explained by the gene dosage hypothesis in which genes encoding products that interacted with one another should be over retained and genes with products that did not interact with other gene products should be lost (Birchler et al., 2005; Freeling and Thomas, 2006; Birchler and Veitia, 2010; Wang et al., 2011; McGrath et al., 2014). It was similar to previous report of Bekaert et al. (2011) that constraints on the relative dosages of central network genes represented an important force for maintaining duplicates. Constraints on dosage-balance over time could result in preferential rewiring of certain biological pathways to execute novel functionality (De Smet and Van de Peer, 2012), and likely helped them to cope with new ecological opportunities and/or challenges (Schranz et al., 2012; Fawcett et al., 2013).

## Conclusion

The gene expression divergence and various phenotypes in the serial *Brassica* polyploids were attributable to gene/genome dosage effects and/or dosage compensations which were correlated with the expressions of dosage-dependent/-independent genes. Those dosage-dependent genes affected expressions more by *trans* effects, and dosage-independent genes acted more by *cis* effects. While the *trans* effects were more responsible for total gene expression changes responding to dosage alterations. Furthermore, dosage-dependent genes were mainly associated with the basic biological processes, whereas dosage-independent genes were more involved in the stress response processes. Future studies should focus on the genetic and epigenetic mechanisms behind the gene expression changes and the related phenotypic changes associated with dosage imbalance.

## Author contributions

ZL conceived the experiment. CT, QP performed the research. CT, CC, and YX produced the materials used. CT, QP, and XG contributed to data analysis, bioinformatics analysis. CT, ZL wrote the manuscript. All authors reviewed and approved this submission.

## Availability of supporting data

All the sequencing data used in this research have been submitted to public database GEO under GSE81845. Other supporting data are included within the article and its additional files.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Genome-Wide Gene/Genome Dosage Imbalance Regulates Gene Expressions in Synthetic Brassica napus and Derivatives (AC, AAC, CCA, CCAA)
**Source:** Front Plant Sci. 2016 Sep 23;7:1432. doi: 10.3389/fpls.2016.01432
**Supplement:** Table S1 — Summary of reads mapped to B. napus reference genome.

**Table S1. Summary of reads mapping to *B. napus* reference genome.**

| **Samples** | **Clean reads** | **Total mapped** | **Uniquely mapped** |
| --- | --- | --- | --- |
| **AA1** | 24693186 | 18931095 (76.67%) | 17689794 (71.64%) |
| **AA2** | 19181688 | 14538126 (75.79%) | 13534102 (70.56%) |
| **CC1** | 22279284 | 16590026 (74.46%) | 15508672 (69.61%) |
| **CC2** | 26422716 | 20028341 (75.80%) | 18779814 (71.07%) |
| **AC1** | 29255432 | 21932118 (74.97%) | 20365770 (69.61%) |
| **AC2** | 25426918 | 19402349 (76.31%) | 18100084 (71.18%) |
| **AAC1** | 30013276 | 22889006 (76.26%) | 21288742 (70.93%) |
| **AAC2** | 32433276 | 24920047 (76.83%) | 23229770 (71.62%) |
| **CCA1** | 30301126 | 23080985 (76.17%) | 21615314 (71.34%) |
| **CCA2** | 26951680 | 20711632 (76.85%) | 19311788 (71.65%) |
| **CCAA1** | 42703426 | 32655699 (76.47%) | 30569124 (71.58%) |
| **CCAA2** | 45697134 | 34881027 (76.33%) | 32631846 (71.41%) |

**Table S2. Number and percentage of expressed genes in synthetic *B. napus* and derivatives.**

| **Materials** | **A-subgenome genes** | **C-subgenome genes** | **Total** |
| --- | --- | --- | --- |
| **MPV** | 19843 (48.4%) | 21080 (51.4%) | 40990 |
| **AC** | 17241 (48.2%) | 18499 (51.7%) | 35793 |
| **AAC** | 19292 (53.4%) | 16764 (46.4%) | 36108 |
| **CCA** | 16454 (45.1%) | 19942 (54.7%) | 36455 |
| **CCAA** | 19523 (48.4%) | 20790 (51.5%) | 40378 |

How the deposited data were processed for this re-analysis (not part of the article)

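RNA from leaves of 6 materials was sequenced in 2 biological replicates each. The materials were AA, CC, the hybrid AC, the allotriploids AAC and CCA, and the allotetraploid CCAA. The authors filtered the reads with NGSQCToolkit, aligned them with HISAT to the *B. napus* reference genome, kept uniquely mapped reads, and deposited 1 FPKM value per gene and library (fragments per kilobase of transcript per 1000000 mapped reads). The paper does not name the program that computed FPKM. Replicates were kept as separate libraries. The values were used as deposited, with no further normalization between libraries unless stated. All libraries list 101040 genes. The subgenome of a gene was taken from its name, and 533 genes outside both subgenomes were left out of gene-by-gene comparisons.

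The 12 libraries hold between 13534102 and 32631846 uniquely mapped reads, as the authors counted them in Table S1, with a median of 19838779. FPKM gives no read count per gene, so the precision of a value was taken from the 2 replicates of its material. Values are given as the mean ± SD (n = 2 libraries) or as the value of each replicate.

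A gene counted as expressed at FPKM above 0. MPV was the mean of the AA and CC means of a gene. For FC, dosage, window, and limma comparisons, a gene was kept at a mean FPKM above 1 in its own diploid progenitor. FC was the mean FPKM of a material over MPV. Table S3 gave 1997 homoeologous pairs that could be read, all dosage dependent in both subgenomes, and all comparisons of pairs used these. Table S4 gave the inverse dosage genes. For each gene, Pearson R was computed between mean FPKM and the relative dosage of its subgenome over 5 genotypes, and R2 above 0.59, the paper's cutoff, defined the dosage-dependent class. Dosages were also reassigned among the genotypes in every possible way. Genes were put in bins of 1000 by mean FPKM in CCAA. Windows of 100 consecutive genes on a chromosome were compared with the median of their subgenome in each library, and a window was called off the dosage when its median log2 FC lay beyond 0.5 from that median in both replicates.

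Across libraries, subgenome shares and levels were set against dosage with Pearson and Spearman correlations and exact permutation of the pairings of the 8 libraries of AC, CCAA, AAC, and CCA. The Wilcoxon and Chi-square tests of the paper run across genes and are given beside these. The permutation takes libraries as independent, although dosage was set per material. Genes that differed between AC and CCAA and between AAC and CCA were found with limma on log2(FPKM + 0.1), fitted to the same 8 libraries, at an adjusted p of 0.05 (Benjamini-Hochberg). For cis and trans effects, A is the log2 ratio of the pair between AA and CC and B its log2 ratio within the hybrid material. Both B and A-B were tested with limma in a fit of 4 groups, without the pairing of the A and C genes by library. A pair was only cis when B alone passed and only trans when A-B alone passed. The paper names Fisher's exact test here, on counts that it does not give.

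The calls were tested on simulated data. With a noise of 0.3 on the log2 scale per library, 99% of 1000 simulated genes that follow the dosage were called dosage dependent, as were 12.1% of 1000 that do not. The replicate SD of real genes was larger, with a median of 0.636 (A) and 0.642 (C), and the closing section gives the calls at that noise. All 5 halved windows were found and no others. With a log2 change of 4, limma called 65 of 200 changed genes and 2 others. With a log2 difference of 3, 147 of 200 trans pairs and 172 of 200 cis pairs were called. When A-B was shifted by 1 on the log2 scale in all 1997 pairs, with no difference in B, 0 were called only trans.

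Single genes named in the text were chosen by a rule: every gene that the paper names, the 2 A-subgenome and 2 C-subgenome genes of Table S4 with the most negative R, and, for AC against CCAA, the 2 largest rises and 2 largest falls among genes past the adjusted threshold whose libraries did not overlap. Alternatives changed the pseudocount, the FPKM filter, the scaling, the dosage cutoff, the set of genotypes or libraries, the replicate block, the window size, and the replicates used. The tests, filters, named-gene rule, and alternatives were set before the data were examined, except where the sections below say otherwise.

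The plants, their cytology, gene ontology terms, protein interactions, and the pair classes other than the one in the readable part of Table S3 were not analysed here. Computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.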

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

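The tests in this part were chosen after the result was seen.

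The paper does not report expression along the chromosomes in windows. Of 1340 windows of 100 genes in AC, CCAA, AAC, and CCA, 335 in each, 47 lay off the level of their subgenome by more than 0.5 on the log2 scale in both replicates. AAC held 33 of these, 28 below and 5 above, and CCA held 14, all above. By this rule AC and CCAA held 0 each. In replicate 1 of CCAA alone, 26 windows lay beyond 0.5, 19 of them on C03 (median -0.71, against -0.02 in replicate 2) and 7 on A05 (median -0.71, against -0.08). Blocks of low windows thus also occurred in a single library of a dosage-balanced material, and the cause was not tested. Neither AC library had a window beyond 0.5. The median absolute deviation over all windows was 0.0949. In AAC, all 19 windows of chromosome C08 were low, with a median of -2.78. On chromosome A07, 7 windows of AAC from position 16217513 to 23991715 had a median of -0.95. In CCA, 11 windows of chromosome A04 had a median of 0.77. Other blocks covered part of a chromosome, namely the first window of C09 (-2.49), the first 2 windows of A09 (median 0.60), and 9 windows of A08 (median 0.46, 3 of them beyond 0.5) in AAC, and 4 windows of A02 in CCA (median 0.77, 3 of them beyond 0.5). The second window of C09 was also below -0.5. The loss or gain of a whole chromosome does not explain these or the block on A07, and their cause was not tested. The signals in AAC and CCA were each present in both replicates of its material.

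Library depth or normalization would spread such windows over the chromosomes, but 45 of the 47 had a neighbouring window that was also off, and they lay on 5 of 19 chromosomes in AAC and on 2 in CCA. A strain variant against the reference would also appear in AC and CCAA, which carry the same parental genomes, but the median deviation of the same windows over those 4 libraries was at most 0.283, and that in a single library at most 0.380. Of the single genes in the windows, 88.8% deviated to the same side, but the windows were chosen by a median over their genes, which fixes much of this share, so it is no test of whether a few highly expressed genes carry them. A difference between library batches would separate the replicates. The 2 replicates differed by at most 0.418 in these windows, with a median difference of 0.0958, against a median deviation of 0.952. Both replicates of a material could have been prepared together, so agreement between replicates cannot rule out a batch shared by both. A shared batch that acts on genes wherever they lie would not stop at a single chromosome. Of 318 C08 genes with FPKM above 5 in CC and no signal in AA, 72.6% were listed at 0 in both AAC libraries. On the other C chromosomes it was 5.45% of 3576 such genes. These values argue against such a batch for C08, and it stays open for the other windows.

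The absence of chromosome C08 from the sequenced AAC plants is a candidate explanation for the largest block. Of 318 genes of C08 with FPKM above 5 in CC and no signal in AA, 72.6% were listed at 0 FPKM in both AAC libraries, against 5.45% of 3576 such genes on the other C chromosomes, and against 5.35% of the same C08 genes in both AC libraries. Their median level in AAC was 0% of that in AC, against 71.3% on the other C chromosomes. On A04 in CCA, the median of 0.77 lay within 0.3 of 1, the log2 value that 2 copies in place of 1 would give. These plants may therefore carry an additional A04. The median fell short of 1, and a margin of 0.3 is too wide to tell 2 copies from a smaller gain. The paper states that the complements of AAC (2n = 29) and CCA (2n = 28) were established by FISH with a C-genome probe, and a missing C08 or an additional A04 stands against these counts. Cytology was not analysed here. Both remain hypotheses, since they were found and tested on the same values.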

How the results depend on the processing

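The alternatives that leave out the windows off the dosage, require signal in both replicates, or cross the replicate block were chosen after the data were seen. Of the 260 alternative values for comparisons and counts, 174 stayed within the replicate SD, within 1.5 times the count, or on the same side of the test's threshold, and 86 moved further. The correlations of the A share of expressed genes and of the median log2 difference with dosage kept their direction and their side of the threshold with the filters on FPKM, over the readable pairs where these were used, and in all 8 fits that each left out a single replicate. Without both AAC or both CCA libraries, the direction stayed and the exact permutation p was 0.0667, the smallest that 6 libraries allow, so those 2 fits cannot test the threshold. For the values below the cause was not tested.

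Of 60 alternative values of the median FC, 42 stayed within the replicate SD. With FC taken over the own progenitor only, the medians were 1.28 (A) and 0.722 (C) in AAC and 0.883 (A) and 1.05 (C) in AC. In AAC, the A median was 1.21 at progenitor FPKM above 5 and 1.22 over the readable pairs, and the C median was 0.648 at progenitor FPKM above 0. The C median in AC was 0.878 over the readable pairs. With FPKM rescaled to 1000000 per library, the AAC medians were 1.13 and 0.647, and without the windows off the dosage they were 1.21 and 0.709. Across the 2 fits that each left out one replicate, the A and C medians ran from 1.14 to 1.25 and from 0.650 to 0.664 in AAC. The A median in AC ran from 0.799 to 0.844, and the medians in CCAA from 0.811 to 1.03 (A) and from 0.890 to 1.11 (C). Those in CCA ran from 0.550 to 0.680 (A) and from 1.03 to 1.34 (C), within their wide replicate SD. Without replicate 1, the C median in CCA (1.03) lay below that in CCAA (1.11), against the order of the C dosage. Without replicate 2 it lay above (1.34 against 0.890). In these alternatives, the median FC of A-subgenome genes stayed above that of C-subgenome genes in AAC.

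The share of genes with R above 0 was 80.2% (A) and 85.1% (C) without the diploid progenitor, 89.2% and 89.3% at progenitor FPKM above 0, 95.9% (A) at FPKM above 5, and from 89.6 to 91.5% (A) and from 87.6 to 90.9% (C) without a replicate. At progenitor FPKM above 5, where fewer genes were kept, the dosage-dependent genes numbered 7651 and 7803. They numbered 6819 and 5834 over 10 libraries, and 11 and 43 with Benjamini-Hochberg adjustment. The inverse genes numbered 33 and 24 at FPKM above 5, 214 and 176 at FPKM above 0, 513 and 566 without the progenitor, 19 and 16 over 10 libraries, and 33 and 28 at an unadjusted Pearson p of 0.05. They numbered 0 and 0 after Benjamini-Hochberg adjustment of the same p-values. For C-subgenome genes they numbered 47 with Storey's q and 114 on the log2 scale. With 5 genotypes per gene, no inverse gene passed Benjamini-Hochberg adjustment. In single genes, 19 of 28 values moved, among them R of BnaC05g12440D, which was 0.00658 with the progenitor and -0.770 without it.

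The difference in the share of FC between 0.5 and 1.5 of dosage-dependent over independent C-subgenome genes ran from 15.7 to 31.8 points without a replicate, and the spread of the dosage-dependent share over expression bins from 9.17 to 17.4 points (A) and from 26.1 to 34.7 points (C). The spread carries no direction. From the bin with the lowest to that with the highest expression, the share fell from 67.0 to 51.8% (A) and from 68.0 to 45.0% (C) when ranked in CCAA, and rose from 37.2 to 65.9% and from 41.8 to 65.7% when ranked in the own progenitor, so the direction of this result depends on the ranking.

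At progenitor FPKM above 5, only cis pairs numbered 161 in AC, 497 in AAC, 306 in CCA, and 40 in CCAA, out of 1229 pairs. As shares these were 13.1, 40.4, 24.9, and 3.25%, against 16.0, 38.7, 28.3, and 4.31% of the 1997 pairs. Only cis pairs numbered 411 in AAC and 110 in CCA with the dosage ratio removed. With all 12 libraries in 1 fit they numbered 402 in AAC, 746 in CCA, and 161 in CCAA, which put CCA above AAC. In CCAA they numbered 53 with a pseudocount of 1. Only trans pairs numbered 1 in AAC with a pseudocount of 1, 8 in AAC at FPKM above 5, and 1 in CCA with all 12 libraries. The median of A-B was -0.65 in AAC and 0.73 in CCA with a pseudocount of 1, 0.17 and 0.0142 with the dosage ratio removed, and from -0.86 to -0.76 in AAC without a replicate. This median has no test, and removing the dosage ratio changed its sign in AAC. With a replicate block, only cis pairs numbered 319 in AC, 793 in AAC, 804 in CCA, and 109 in CCAA. The main fit of each material had 4 residual degrees of freedom, and whether these limit the calls was not tested. In simulated data the calls found 147 of 200 trans pairs with a log2 difference of 3. They found 0 only trans when A-B was shifted by 1 in all 1997 pairs with no difference in B.

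Genes that differed between AC and CCAA numbered 172 with a pseudocount of 1, 212 with a replicate block, and 295 with a crossed replicate block. At progenitor FPKM above 5 they numbered 281 of 23424 genes (1.20%), against 1.15% of all 41159. With only the 4 libraries compared they numbered 0, and 4806 genes had an unadjusted p under 0.05. Between AAC and CCA, the genes that differed numbered 1588 with a replicate block and 873 with only the 4 libraries compared. Without the windows off the dosage they numbered 800. At FPKM above 5 they numbered 1703 of 23424 genes (7.27%), against 6.38% of all 41159. The share within 2-fold between AC and CCAA was 72.1% at FPKM above 5, 61.6% at FPKM above 0, and from 53.2 to 56.9% without a replicate. Windows off the dosage numbered 91 with 50 genes per window, where each chromosome holds more windows. They numbered 25 at FPKM above 5, where it holds fewer. Expressed genes at FPKM above 0.5 in both replicates numbered 17132 (A) and 18832 (C) in CCAA, 16757 (C) in AAC, and 15365 (A) in CCA.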

Differences from the paper's values

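Expressed genes numbered 25176 in the A subgenome of CCA, against the paper's 16454, and 27764 and 26177 in the C subgenome of AC and AAC, against the paper's 18499 and 16764. No alternative for these counts was set before the data were examined. With FPKM above 0 in both replicates, a setting chosen after seeing the values, the counts were 20785, 23177, and 22015, within 1.5 times the paper's. With FPKM above 0.5 in both replicates, also chosen after seeing the values, they were 15365, 18876, and 16757, again within 1.5 times the paper's.

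Genes with an inverse dosage effect numbered 83 in the A subgenome, against the paper's 38, and 75 in the C subgenome, against the paper's 21. The paper counted within its homoeologous pairs. The counts here are out of 19831 A-subgenome and 21328 C-subgenome genes filtered on their own progenitor only, so the sets of genes differ. Of the alternatives set before the data were examined, progenitor FPKM above 5 gave 33 and 24, and an unadjusted Pearson p of 0.05 gave 33 and 28, within 1.5 times the paper's. Use of 10 libraries gave 19 and 16, which is within 1.5 times the paper's for C and not for A. The log2 scale, leaving out the progenitor, progenitor FPKM above 0, leaving out either replicate, Benjamini-Hochberg adjustment, and Storey's q did not close the gap, nor did leaving out the windows off the dosage, chosen after seeing the values.

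Of dosage-independent C-subgenome genes, 43.5% had an FC between 0.5 and 1.5 in CCAA, against the paper's 69%. The paper's shares are over its homoeologous pairs, and those here over all genes past the filter on their own progenitor. Of the alternatives set before the data were examined, classes made without CCAA gave 47.0% and leaving out replicate 2 gave 48.0%, within 1.5 times the paper's, while progenitor FPKM above 5, the own progenitor only, and leaving out replicate 1 did not close the gap. The shares outside this range were 48.6% (A) and 56.5% (C), against the paper's 30% for both. Classes made without CCAA gave 44.2% for A, within 1.5 times the paper's. The other alternatives set before the data were examined did not close the gap for A, and none of them did for C.

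Only trans pairs made up 0% of the readable pairs in each material, against the paper's about 9% in AC, about 8.5% in CCAA, about 29% in AAC, and about 21% in CCA in Fig. 5D, read by eye. At an unadjusted p under 0.05, A-B differed from 0 in 215, 67, 568, and 330 of 1997 pairs. Only cis pairs made up 4.31% in CCAA, 38.7% in AAC, and 28.3% in CCA, against the paper's about 14%, about 13%, and about 12% in Fig. 5C, read by eye. None of the alternatives set before the data were examined closed these gaps. In simulated data with A-B shifted by 1 on the log2 scale in all pairs and no difference in B, 0 were called only trans. The only trans shares therefore do not test shifts of A-B of that size. The only cis shares in AAC and CCA also hold pairs in which the dosage ratio shifted B and A-B did not pass. They do not count cis effects alone.

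The paper finds no significant difference in expression between A-subgenome and C-subgenome genes in AC, CCAA, and MPV, by a signed-rank test. Here the median log2 FPKM of A-subgenome genes minus that of C-subgenome genes was -0.15 in AC (n = 25563 and n = 27764 genes, p = 6.0e-09, rank-sum test across genes) and -0.12 in CCAA (n = 26388 and n = 28490 genes, p = 4.53e-07). In MPV it was 0.04 (n = 27161 and n = 29395 genes, p = 0.177, rank-sum test). Over the readable pairs, the median log2 ratio of the A to the C gene was -0.21 in AC (n = 1969 pairs, p = 5.09e-19, signed-rank test) and -0.15 in CCAA (n = 1982 pairs, p = 3.11e-09). In MPV it was -0.13 (n = 1997 pairs, p = 2.45e-10, signed-rank test). Over the pairs, an offset to the same side was thus already present in the progenitors.

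The paper finds no significant difference from the expected share of dosage-dependent genes in bins of different expression in CCAA. Here the Chi-square test across bins of 1000 genes gave p = 8.3e-20 for A-subgenome and p = 4.23e-44 for C-subgenome genes. From the lowest to the highest bin, the share fell when ranked in CCAA and rose when ranked in the own progenitor. The values of both also enter R, so the test cannot separate expression level from the way the classes were made.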

Other observations

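The tests of noise in simulated genes, of the fixed total, of the 2 CCA libraries, of the dosage ratio at an unadjusted p, and of C08 among genes lower in AAC were chosen only after the result was seen. The tests of dosage-independent genes, of the progenitor point, of shared reads behind the FC ratio, and of the dosage ratio among only trans pairs were chosen beforehand.

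Dosage-independent genes were examined for technical explanations. Reads shared between homoeologous copies may account for some of them, since genes with signal in the other progenitor were dosage independent more often, by 3.74 points in the A and by 2.07 points in the C subgenome (42.0 against 38.2% and 42.4 against 40.3%). The difference between replicates may also contribute. At matched expression it was larger in dosage-independent than in dosage-dependent genes in 10 of 10 deciles of each subgenome, by at least 0.0951 on the log2 scale. Simulated genes that all follow the dosage, each with the replicate noise of a real gene, were dosage independent in 32.7% (A) and 33.1% (C), against 40.0 and 41.6% of the real genes. Noise of the observed size could therefore account for most of the class, but not for all of it, and single genes of the class cannot be told apart from noise. The weight of the diploid progenitor point was tested for dosage-dependent genes. Without it, the share past the cutoff was still at least 18.1 points above the largest share under any other assignment of the dosages.

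The ratio of the median FC of A-subgenome to C-subgenome genes was below 2 in AAC (1.79) and above 0.5 in CCA (0.521). Among genes with no signal in the other progenitor, it was 2.06 and 0.481. Without the windows off the dosage, the same restriction moved it from 1.70 to 1.92 in AAC and from 0.505 to 0.463 in CCA. Shared reads may thus bring the ratio closer to 1. A fixed total of normalized values with unchanged output per copy would set the 4 medians of AAC and CCA. On the mean of the replicates, 3 of them lay within the replicate SD of the expected values. For the 2 medians of CCA this SD was wide, 0.131 (A) and 0.239 (C). The C median in AAC was 0.668 on the mean of the replicates. Its single replicates, 0.649 and 0.636, both lay below the expected 2/3 by more than the SD of 0.0092. Without the windows off the dosage it was 0.709, also away from 2/3 by more than this SD. The A median in AAC lay away by -0.141, against a replicate SD of 0.00632. The largest distance of the 4 was thus 0.141 without regard to sign. The expected values take a median FC of 1 at balanced dosage. The A median in AC, 0.830 with a replicate SD of 0.0194, also lay below 1, while that in CCAA was 0.952 with an SD of 0.0939. These SDs also leave out the spread of AA and CC behind MPV. The distance in AAC may therefore come from the MPV baseline, and it does not exclude a fixed total. FPKM holds no measure of total RNA per cell, so output per cell was not tested.

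Replicate 1 of CCA lay closer to replicate 2 of CCAA than to replicate 2 of CCA. A mislabelled sample would have the subgenome share of CCAA, but the A share of the FPKM of A-subgenome and C-subgenome genes together in CCA replicate 1 was 36.1%, against 37.9% in CCA replicate 2 and 49.6 and 47.6% in CCAA. Library depth did not group them, since they differed by 11016532 uniquely mapped reads and the 2 CCA libraries by 2303526. Without the 281 genes among the top 100 of any library, the rank correlation with CCAA replicate 2 still exceeded that with CCA replicate 2 by 0.0619 (0.848 against 0.787). Ranks put little weight on a few genes, so a few highly expressed genes do not carry the grouping in ranks. Whether they carry the larger gap in Pearson correlation on FPKM (0.875 against 0.573) was not tested. The differences between replicates of CCA (1 minus 2) and CCAA (2 minus 1) correlated with R of 0.366 in A-subgenome and 0.383 in C-subgenome genes. This restates the grouping in each subgenome, with the sign opposite to that for replicates of the same number, and does not test a cause, so the grouping cannot be told apart from a shared state of the plants or a shared batch.

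The dosage ratio itself may raise trans calls in AAC and CCA, since it shifts B for all pairs. Only trans pairs numbered 0 in AAC with and without the ratio removed, so their count does not test this. At an unadjusted p under 0.05, A-B differed from 0 in 568 pairs of AAC and 330 of CCA before, and in 156 and 86 after, against 215 in AC. The median of A-B went from -0.83 to 0.17 in AAC and from 1.01 to 0.01 in CCA. These pairs were all chosen as dosage dependent in both subgenomes, which sets this outcome in advance, so neither count tells whether the ratio raises trans calls among the paper's full set of pairs.

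Of C08 genes, 53.9% of 1912 differed between AAC and CCA at the adjusted threshold, against 3.01% of 19276 other C-subgenome genes, a difference of 50.9 points. The 1030 C08 genes lower in AAC were 61.6% of all genes lower in AAC. The absence of chromosome C08 may therefore account for most of the genes that are lower in AAC, under the same limits as above.

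Of 14762 genes with FPKM above 10 in their own progenitor, 213 in AC, 146 in CCAA, 337 in AAC (305 of them C-subgenome genes), and 154 in CCA were listed at 0 FPKM in both libraries. Genes listed at 0 in one library and above 10 in the other numbered 55 in AC, 38 in CCAA, 31 in AAC, and 64 in CCA.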
